# Transcriptomic Analysis of Gibberellin- and Paclobutrazol-Treated Rice Seedlings under Submergence

**DOI:** 10.3390/ijms18102225

**Published:** 2017-10-24

**Authors:** Jing Xiang, Hui Wu, Yuping Zhang, Yikai Zhang, Yifeng Wang, Zhiyong Li, Haiyan Lin, Huizhe Chen, Jian Zhang, Defeng Zhu

**Keywords:** rice (*Oryza sativa* L.), submergence, transcriptome, gibberellic acid, paclobutrazol

## Abstract

Submergence stress is a limiting factor for rice growing in rainfed lowland areas of the world. It is known that the phytohormone gibberellin (GA) has negative effects on submergence tolerance in rice, while its inhibitor paclobutrazol (PB) does the opposite. However, the physiological and molecular basis underlying the GA- and PB-regulated submergence response remains largely unknown. In this study, we reveal that PB could significantly enhance rice seedling survival by retaining a higher level of chlorophyll content and alcohol dehydrogenase activity, and decelerating the consumption of non-structure carbohydrate when compared with the control and GA-treated samples. Further transcriptomic analysis identified 3936 differentially expressed genes (DEGs) among the GA- and PB-treated samples and control, which are extensively involved in the submergence and other abiotic stress responses, phytohormone biosynthesis and signaling, photosynthesis, and nutrient metabolism. The results suggested that PB enhances rice survival under submergence through maintaining the photosynthesis capacity and reducing nutrient metabolism. Taken together, the current study provided new insight into the mechanism of phytohormone-regulated submergence response in rice.

## 1. Introduction

Rice (*Oryza sativa* L.) is a semi-aquatic plant that is well adapted to a partially flooded environment, but excess water caused by submergence or waterlogging hampers rice growth and survival, which could eventually lead to drastic yield losses [1,2]. It was estimated that 16% of the lowland rice in the world, and over 22 million hectares of Asian rainfed rice, are adversely affected by submergence stress [3,4]. Submergence severely restricts the gas exchange of O_2_ and CO_2_ between rice tissues and the atmosphere, inhibits aerobic respiration and photosynthesis, and accelerates energy reserve consumption, resulting in stunted growth or death [1,5,6]. In addition to the O_2_ deficiency, submergence could also affect plant growth by producing toxic substances through a reduction of the redox potential and increasing susceptibility to diseases [6]. In response to submergence, different rice ecotypes have developed different strategies to survive under stress. In some areas of Asia, submergence occurs very rapidly and lasts for months. The deepwater rice grown there takes a low-O_2_ escape syndrome (LOES) strategy, in which gibberellin (GA)-mediated internode elongation was promptly activated, enabling the plants to outgrow flood water for air exchange. Though LOES strategy works well for deepwater rice, extensive shoot elongation is not desirable for lowland cultivars under flash flooding conditions, because an elongated shoot usually leads to lodging and higher susceptibility to pathogens and pests after the water recedes [7]. In contrast to LOES, irrigated rice varieties withstand the submergence through a low-O_2_ quiescence syndrome (LOQS) strategy, which is characterized by a reduction of carbohydrate consumption, chlorophyll degradation, and growth elongation during submergence. A low metabolism level in the quiescence status saves energy to ensure rapid plant re-growth when the flood recedes [8,9,10]. 

So far, a series of agronomic techniques have been developed to improve the rice submergence tolerance. For example, proper nursery management of the seedlings with optimized fertilizer recipe, seed density, and transplanting time was found to be effective in improving rice yield under submergence [11]. Better submergence tolerance was also achieved by the application of growth regulators such as post-flood nitrogen, phytohormones, or hormone inhibitors [4,7,12]. It has been shown that submergence responses in rice are orchestrated by the interplay of various phytohormones, particularly ethylene, gibberellins (GA), and abscisic acid (ABA). For deepwater rice, which take a LOES strategy in submergence, anaerobic stress promotes gaseous ethylene biosynthesis and entrapment in rice tissues, which substantially repress the ABA level by inhibiting ABA production as well as ABA degradation [13,14,15]. The ABA decline consequently increases the GA sensitivity and/or production, resulting in the activation of a range of acclimation responses such as shoot elongation, adventitious root formation, and carbohydrate metabolism [16,17,18]. In this process, *SNORKEL1* (*SK1*) and *SNORKEL2* (*SK2*) containing an *APETALA2/Ethylene Response Factor* (*AP2/ERF*) domain are two of the most important regulators. Signaling by *SK* genes may be directly or indirectly connected to GA biosynthesis, which then induces internode elongation [19]. Conversely, rice quiescence during flash flooding was associated with a reduced level or responsiveness to GA [20]. From submergence-tolerant cultivar FR13A, Xu et al. (2006) identified a major locus controlling rice quiescence under submergence stress, *Sub1* [10]. The *Sub1* locus is comprised of a cluster of two or three tandem-repeated VII *ERF* genes, named *Sub1A*, *Sub1B*, and *Sub1C*. In contrast to the invariable presence of *Sub1B* and *Sub1C* in all *O. sativa* accessions, Sub1A only exists in submergence-tolerant varieties and could confer enhanced tolerance to submergence-intolerant plants, indicating that *Sub1A* is a primary determinant of submergence tolerance [10]. *Sub1A* expression is induced by the accumulation of ethylene under submergence, and its overexpression lines displayed typical GA-insensitive phenotypes. In support of this phenomenon, *Sub1A* was found to increase the accumulation of the GA signaling repressors Slender Rice-1 (SLR1) and SLR1 Like-1 (SLRL1), and hence to block the GA signaling pathway under submerged conditions [21]. In addition to the quiescence status during submergence, Sub1A may also participate in other post-submergence processes, such as oxidative stress response, leaf senescence, and floral initiation [22,23,24]. 

Although the submergence response, either in an LOES or LOQS manner, starts with ethylene accumulation, it seems that GA is more likely to be directly involved in submergence tolerance, whereas ethylene serves as an intermediate component that conveys the submergence signals to downstream factors affecting GA sensitivity or biosynthesis [25]. Dubois et al. (2011) investigated the role of GAs and ethylene in submergence response in two intolerant varieties, and found that the shoot elongation of variety Senia relied on the GA content level, but not on ethylene, indicating the existence of a GA-dependent, ethylene-independent pathway [26]. Given that the quiescence status of rice is essentially obtained by blocking the GA signaling and/or decreasing GA content, application of GA biosynthesis inhibitors, such as paclobutrazol (PB), is believed to be an alternative way to enhance rice submergence tolerance, especially in rice varieties without the *Sub1A* gene. Indeed, this hypothesis has been supported by numerous studies that showed that application of PB significantly increased the survival rate of rice by impacting several physiological aspects including shoot elongation, gas exchange, and photosynthesis [4,7,26,27,28]. Despite the fact that the key roles of GA in submergence have been widely accepted, the regulatory gene network and mechanism underlying the GA-mediated submergence response remain largely unknown. Here, we report a comprehensive transcriptomic analysis of the effect of GA and PB treatments on rice variety IR64, which takes a LOQS strategy in response to submergence. We aimed to find candidate regulatory genes and networks during the GA- or PB-regulated submergence response, particularly in submergence-intolerant varieties, which represents the majority of cultivars in China, so as to provide valuable clues for the identification of submergence-tolerant genes for genetic improvement. The outcome of this study is anticipated to enhance our understanding of the molecular basis of GA and its inhibitor in rice submergence tolerance.

## 2. Results

### 2.1. PB (Paclobutrazol) Enhanced the Survival Rate of IR64 under Submergence Stress

Prior to the submergence, we conducted quantitative RT-PCR to check the transcriptional level of a GA-responsive marker gene *RGA1* (*LOC_Os05g26890*) in GA-Treated (GAT), PB-Treated (PBT), and methanol solvent-treated (control) samples [29]. The high level of *RGA1* in GAT and suppressed level in PBT confirmed that the chemical treatments were valid (Figure S1). Physiological properties of the samples were examined at 4, 8, 12 and 16 days after the stress. Firstly, the plant survival rate was tested to evaluate the overall performance of the GAT, PBT, and control in the tolerance of submergence. Because IR64 is a submergence-intolerant variety containing no *Sub1A* locus, control plants started to die at 12 days, and the final survival rate after 16 days was about 82.4%. Application of GA accelerated plant death as 11% had died within 8 days, and no GA plants could survive for 16 days. In contrast, PB significantly enhanced the plants’ performance during submergence, as we observed that 100% of the PB plants survived even after 16 days of stress (Figure 1 and Figure 2A). Submergence greatly induced the shoot elongation of IR64, but the extent of elongation varied significantly between the tested treatments. As shown in Figure 2B, the height of control plants increased from 32.5 cm at 0 to 56.1 cm after 16 days, accounting for an increment of 72.6%. Exogenous GA apparently promoted the submergence-induced elongation, with a height increase of 167.7% in 12 days (data at 16 day are not available due to the death of GA plants at 12 days), whereas PB plants only increased 63.0% in height in 16 days, indicating a predominant role of GA level in the shoot elongation under submergence (Figure 2B). Employing a SPAD (Soil and Plant Analyzer Development) system [30], we further examined the chlorophyll content of the plants. The results clearly showed that the SPAD value decreased with the time of submergence treatment for GA, PB, and the control. However, application of GA accelerated the chlorophyll degradation, which gave the plants a relatively lower chlorophyll level compared with the control. Meanwhile, application of PB, an inhibitor of GA, had the opposite effect on chlorophyll content (Figure 2C).

Due to the blocked photosynthesis, non-structure carbohydrates such as soluble carbohydrates and starch are consumed to maintain the basic metabolism of plants under water. As a direct source of energy, soluble carbohydrate was rapidly depleted in the first four days of submergence, and reached the same level for GA, PB, and the control after eight days (Figure 2D). We also observed a rapid consumption of starch for the three samples. It seemed that GA accelerated the starch depletion during submergence, possibly due to the robust metabolism activated by GA. Meanwhile, the starch content in PB was significantly higher than the other two samples after 12 days (Figure 2E). 

Alcohol dehydrogenase (ADH) activity is critical for rice to survive under anoxic conditions [31]. We observed that the ADH activities of GAT and PBT were significantly lower than the control at 0 day. However, the ADH activity of GAT and control dramatically decreased during submergence stress, while the ADH activity of PBT displayed the opposite tendency. Finally, PBT had a significantly higher ADH activity than GAT and the control at 16 days (Figure 2F).

### 2.2. Transcriptomic Analysis of Rice in Response to GA (Gibberellin) and PB under Submergence

We Illumina sequenced the cDNA libraries deriving from the seedlings of control, GAT, and PBT at 4 days, with biological triplicates. As a result, we obtained 43.8, 44.1, and 42.7 million clean reads in total, containing 6.6, 6.6, and 6.4 Gb high quality bases (Q30% > 90.1) for control, GAT, and PBT, respectively (Table S1). 

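The libraries were made from leaves of IR64, an *indica* rice, sprayed at 20 days with 25 mL of GA at 100 mg/L, of PB at 200 mg/L or of solvent alone, and submerged 2 days later under 100 cm of water for 4 days. Each of the 3 groups has 3 libraries, 9 in all. The paper's methods name methanol as the solvent of the control, while GA and PB were dissolved in ethanol and the labels of the control libraries name ethanol. The authors removed reads with adaptors or low quality scores, aligned the rest to the rice pseudomolecules with Tophat, assembled transcripts with Cufflinks and deposited the FPKM of each gene in each library, with no further normalization stated. The deposited table has 38652 entries, of which 31319 carry a locus name (LOC_Os) and 7333 carry only an assembly number. A total of 8416 entries share a locus name with another entry, and how reads were divided among them is not stated in the paper's text. The 22946 entries with a mean of at least 0.5 FPKM over the 9 libraries were tested here as genes. Their log2(FPKM + 1) was fitted with limma for the 3 groups together, and p was adjusted within each comparison by the Benjamini-Hochberg method. A gene was counted as a DEG when its log2 fold change was at least 1 in size and its adjusted p was under 0.05, the limits given in the paper's results text with an adjustment added. Since 1 was added before taking logs, the fold change of a gene with low FPKM is understated. In 394 entries an FPKM of exactly 0 stands in 1 library while the other libraries of its group exceed 10 FPKM, so a value of 0 is given only as listed at 0, with the value of each library.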

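The paper's Table S1 gives these numbers by library, from 39335338 clean reads in control replicate 1 to 48445890 in PBT replicate 3. Averaged here over the libraries of a group, there were 43.8 ± 3.93 M clean reads per library in the control (SD, n = 3), 42.7 ± 2.16 M in GAT (SD, n = 3) and 44.1 ± 4.36 M in PBT (SD, n = 3), so the groups differed by less than the spread between replicates. The clean bases averaged 6.58 Gb per library in the control, 6.40 Gb in GAT and 6.62 Gb in PBT. The paper's Q30 share was above 90.1% in 6 of the 9 libraries and was 88.1% in GAT replicate 1, 89.7% in control replicate 1 and 90.0% in PBT replicate 2, with group means of 90.4% in the control, 90.1% in GAT and 90.1% in PBT. In the deposited FPKM, the number of entries at 0 ranged from 14322 in GAT replicate 3 to 17529 in GAT replicate 1.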

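In the paper's Table S2, the mapped share of reads was over 90% in 7 of the 9 libraries, with 88.7% in GAT replicate 1 and 89.8% in control replicate 1, and its mean over the 9 libraries was 90.1%. Uniquely mapped reads made up 56.6% in GAT replicate 1 and 60.4% in GAT replicate 2, the lowest and highest of the 9 libraries, and between 30.2% and 32.7% of reads mapped to multiple places. Across the 22946 genes tested, which are not independent replicates, Pearson's r of log2(FPKM + 1) between libraries of the same group was 0.874 to 0.883 in the control, 0.867 to 0.892 in GAT and 0.885 to 0.894 in PBT. Spearman's rho was 0.849 to 0.859, 0.845 to 0.875 and 0.865 to 0.873 in the same order. Between libraries of different groups, r ranged from 0.807 to 0.859 and rho from 0.778 to 0.833, below every value within a group. With a pseudocount of 0.1 in place of 1, the lowest r within a group fell to 0.783.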

More than 90% of the reads could be mapped into the rice genome, including over 56.3% that were uniquely mapped, suggesting the successful performance of RNA sequencing in this study (Table S2). By using the FPKM (Fragments Per Kilobase of exon model per Million mapped reads) to quantify the transcription abundance, a total of 3936 DEGs were identified in at least one of the three comparisons, namely GAT/CK, PBT/CK, and PBT/GAT (|log2foldchange|≥1, *p* < 0.05) (Table S3). 

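In the limma fit, 2827 of the 22946 genes tested were DEGs in at least 1 of the 3 comparisons, including 2479 of the 19792 genes with a locus name and 348 of the 3154 without. Of the alternatives tried, the fold limit on the log2 ratio of mean FPKM with an unadjusted p under 0.05 moved this count most, to 5814. With the unadjusted p and the fold limit on the limma estimate it was 4873. Leaving out each library in turn gave 2366 to 2564 DEGs.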

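Of the genes tested, 218 carry the GO term “sequence-specific DNA binding transcription factor activity” in the deposited table, and 45 of them were DEGs in at least 1 comparison, where 29.7 would be expected from the 859 DEGs among the 6307 tested genes with any GO term (one-sided Fisher's exact test, p = 0.00232, adjusted p = 0.129 over 723 terms). In GAT/Control, 14 genes of sequence-specific DNA binding transcription factor activity were upregulated and 11 downregulated. There were 16 upregulated and 4 downregulated in PBT/Control, and 18 and 11 in PBT/GAT. The median log2 fold change of the 218 genes was 0.12 in GAT/Control, 0.17 in PBT/Control and 0.03 in PBT/GAT.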

By searching against the plant transcription factor (TF) database (http://planttfdb.cbi.pku.edu.cn/) [32], we found that 301 of the DEGs are TFs belonging to *ERF* (*Ethylene Responsive Factor*), *WRKY*, *bHLH* (*basic Helix-Loop-Helix*), *bZIP* (*basic region/leucine Zipper*), and some other TF families (Table S3). In addition, 46 of the DEGs are defined as epi-genetic controlling genes in the Chromatin database (http://www.chromdb.org/) [33], which are extensively involved in chromatin remodeling, histone demethylation, and so on, suggesting the important roles of epigenetic regulation in response to submergence (Table S3). 

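The deposited table marks 28 of the tested genes with the GO term “chromatin modification”, and 2 of these were DEGs, with 3.81 expected (one-sided Fisher's exact test, p = 0.911, adjusted p = 1). Among the genes of chromatin modification, 1 was upregulated in each of the 3 comparisons and 0 were downregulated. The list of the Chromatin database was not used here.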

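By the same limits, GAT/Control gave 1933 DEGs (1080 upregulated and 853 downregulated), PBT/Control 996 (659 upregulated and 337 downregulated) and PBT/GAT 1446 (799 upregulated and 647 downregulated). Without the fold limit, the adjusted p was under 0.05 for 2752, 1462 and 2149 genes, and the unadjusted p for 5760, 4535 and 5339. All 3 libraries of 1 group lay above or below all 3 of the other for 6777 genes (29.5%) in GAT/Control, 6036 (26.3%) in PBT/Control and 6881 (30.0%) in PBT/GAT, where chance gives 10%.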

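Among the DEGs of GAT/Control whose 3 treated libraries all lay on the same side of the 3 control libraries, the largest rises were those of *LOC_Os04g49210*, from 0.204 ± 0.298 FPKM in the control to 113 ± 2.31 in GAT (SD, n = 3, log2 fold change 6.59), *LOC_Os01g42234*, from 1.58 ± 0.965 to 73.7 ± 10.7 (4.93), and *LOC_Os01g11240*, a DUF538 domain gene listed at 0 in every control library and at 41.5, 64.2 and 52.1 FPKM in GAT. The adjusted p of *LOC_Os01g11240* was 0.0323 in the fit shared with PBT, whose libraries were at 0, 67.0 and 0 FPKM. Without PBT replicate 2 it was 2.97e-05, and without any 1 of the control or GAT libraries it rose above 0.05, up to 0.0997 without control replicate 2. The largest falls were those of *LOC_Os10g39410*, a core histone domain gene at 102 ± 2.81 FPKM in the control and listed at 0 in every GAT and PBT library, *LOC_Os02g39930*, a temperature-induced lipocalin at 72.7 ± 3.56 FPKM in the control, listed at 0 in GAT and at 0, 0 and 41.4 in PBT, and *LOC_Os03g47530*, a glycosyl transferase gene that went from 66.1 ± 2.10 to 0.245 ± 0.149 (log2 fold change -5.76). The adjusted p of *LOC_Os02g39930* was 0.0135 and rose to between 0.0529 and 0.0561 without any 1 control library or GAT replicate 1, while without PBT replicate 3 it was 1.23e-05. In PBT/Control, *LOC_Os01g73770*, described as a dehydration-responsive element-binding protein, rose to 29.0 ± 0.806 FPKM in PBT from values of 0.371, 0 and 0.728 in the control (4.49). An entry without a locus name and *LOC_Os04g39660*, an F-box gene, were listed at 0 in the control and stood at 21.3 ± 2.38 and 20.3 ± 3.31 FPKM in PBT. The adjusted p of *LOC_Os04g39660* was 0.0446 and exceeded 0.05 in 8 of the 9 fits that left out 1 library, with 0.133 without PBT replicate 1. Its GAT libraries were at 23.8, 0 and 20.7 FPKM, and without GAT replicate 2 it was 0.000171. Besides *LOC_Os10g39410*, the largest falls in PBT/Control were those of *LOC_Os06g27610*, from 43.7 ± 9.38 FPKM to 0, 0 and 0.0168, and *LOC_Os11g32560*, from 43.1 ± 8.74 FPKM to 0 in every PBT library.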

For the three comparisons, we identified 2538 (1373 upregulated and 1165 downregulated), 1841 (1154 upregulated and 687 downregulated) and 2279 (1283 upregulated and 996 downregulated) DEGs in GAT/Control, PBT/Control, and PBT/GAT, respectively (Figure 3A). While 1109 DEGs were identified in both GAT/Control and PBT/Control, and 1405 in both GAT/Control and PBT/GAT, 904 DEGs overlapped in PBT/GAT and PBT/Control. Moreover, we found that 450 DEGs were commonly present in all three comparisons (Figure 3B). 

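The overlaps in the limma calls were 541 DEGs in both GAT/Control and PBT/Control, 797 in both GAT/Control and PBT/GAT, and 314 in both PBT/GAT and PBT/Control. These comparisons share libraries, so their chance values are shared too. In 50 simulations, every library was drawn as unchanged from the mean and within-group spread of each gene, with normal noise. Both comparisons shared the simulated control libraries, and single values of 0 were not reproduced. At most 1 gene was called there in both GAT/Control and PBT/Control. Of the 541 genes, 513 (94.8%, Wilson 95% confidence interval 92.6% to 96.4%, counting error only) changed in the same direction, 306 upregulated and 207 downregulated, and 28 changed in opposite directions. At an unadjusted p under 0.05 with the fold limit, 961 genes were called in both and 95.2% of them shared their direction, while the unchanged groups gave a median of 121 genes, 98.4% of which shared it. Across all genes tested, Pearson's r between the log2 fold changes of GAT/Control and PBT/Control was 0.505 and Spearman's rho 0.484, against medians of 0.500 and 0.456 from the unchanged groups, whose r reached 0.523 and rho 0.469.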

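A total of 104 genes were DEGs in all 3 comparisons of the limma fit. The simulated unchanged groups gave 0 such genes, and at most 10 with an unadjusted p under 0.05 and the fold limit. The alternative that moved the 104 most was the fold limit on the log2 ratio of mean FPKM with an unadjusted p, which gave 248, and an adjusted p under 0.01 with the fold limit gave 44. Between 74 and 90 genes were called in all 3 comparisons when 1 library was left out.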

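Average-linkage clustering of the 9 libraries on 1 minus Pearson's r of log2(FPKM + 1) gave 3 clusters that held the 3 control, the 3 GAT and the 3 PBT libraries. The same clusters formed from the 2827 DEGs, which were chosen on these groups, and from all 22946 genes tested. When the tree was divided into 2 clusters, the GAT libraries stood apart from those of the control and PBT.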

Based on the transcription abundance, a hierarchical clustering analysis divided the DEGs into six major clades, indicating their divergent roles in submergence tolerance (Figure 3C). For example, DEGs in Clade I had a lower expression level in GAT, while the expression increased in the control and reached the maximum level in PB. 

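Of the 2827 DEGs, 498 had group means ordered as described for Clade I, with GAT below the control and the control below PBT. Both steps of this order were called as DEGs for 15 genes. The count of 498 rose to 927 with the fold limit on the log2 ratio of mean FPKM and an unadjusted p and fell to 263 with an adjusted p under 0.01 and the fold limit, and it ranged from 373 to 459 when each library was left out in turn. Lists of the members of the clades were not used here.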

Considering the best performance of PBT in submergence tolerance, such expression pattern indicated the positive roles of Clade I members in submergence tolerance. Meanwhile, DEGs in Clade II are proposed to be negative regulators because their expression levels are significantly higher in GAT compared with PBT and the control. In addition, the co-expression pattern of the DEGs in each clade implied their involvement in the same or similar pathways of submergence response.

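The mean FPKM was highest in GAT for 1164 of the DEGs. For 413 of them, the limma calls placed GAT above both the control and PBT.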

### 2.3. GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) Enrichment Analysis of DEGs

For a better understanding of DEG functions, GO (gene ontology) classification enrichment assay was performed on the 3936 DEGs in terms of biological process, cellular components, and molecular function (Figure 4A). From the “biological process” perspective, the DEGs were enriched in categories such as “regulation of transcription”, “defense response”, “stress response”, and “proteolysis” (*p* < 0.05). In particular, we found that DEGs were enriched in the “ethylene-mediated signaling pathway”, implying the critical role of ethylene in the submergence response. Similarly, DEGs were also commonly overrepresented in the “integral to membrane”, “plasma membrane”, “nucleus”, and “cytoplasm” categories when the “cellular component” is considered. 

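For the DEGs of any comparison, 54 of 723 GO terms had p under 0.05 in one-sided Fisher's exact tests and 7 had an adjusted p under 0.05. The term “defense response” was among these 7, with 42 of its 175 tested genes called and 23.8 expected (exact p = 0.000123, adjusted p = 0.0381). For “response to stress” there were 24 of 111 with 15.1 expected (exact p = 0.0130, adjusted p = 0.350), for “proteolysis” 18 of 109 with 14.8 expected (p = 0.223, adjusted p = 0.948), and for “regulation of transcription, DNA-dependent” 41 of 341 with 46.4 expected (p = 0.833, adjusted p = 1). Counting GO and KEGG together, 11 terms had an adjusted p under 0.05. Of the alternatives, treating a 0 in 1 library as missing raised this number most, to 22, and it fell to 5 without control replicate 2.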

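The term “ethylene mediated signaling pathway” covers 60 of the genes tested. Of these 12 were DEGs and 8.17 were expected (one-sided Fisher's exact test, p = 0.108, adjusted p = 0.796).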

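The cellular component with the smallest p was “extracellular region”, with 59 DEGs among 238 tested genes and 32.4 expected (one-sided Fisher's exact test, p = 1.77e-06, adjusted p = 0.00128). For “integral to membrane”, 312 of 2067 genes were DEGs with 282 expected (exact p = 0.00987, adjusted p = 0.304). The terms “plasma membrane” (199 of 1432 genes), “nucleus” (121 of 954) and “cytoplasm” (53 of 468) had p of 0.379, 0.833 and 0.945, each with an adjusted p of 1.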

In terms of “molecular function”, we found that GO enrichment occurred in the categories of “ATP binding”, “Protein Serine/Threonine kinase activity”, “receptor activity” and “DNA binding”.

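Among molecular functions, “symporter activity” (16 of 45 tested genes), “peroxidase activity” (16 of 46), “iron ion binding” (15 of 43) and “heme binding” (36 of 150) had an adjusted p of 0.0381 each. The term “protein serine/threonine kinase activity” had 183 DEGs among 1228 genes with 167 expected (one-sided Fisher's exact test, p = 0.0797, adjusted p = 0.716). For “ATP binding”, “receptor activity” and “DNA binding” the DEGs numbered 238, 62 and 56, with 250.3, 64.1 and 57.9 expected and p of 0.850, 0.640 and 0.631.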

Pathway-based enrichment analysis facilitates further elucidation of the biological functions of DEGs. In the current study, we conducted pathway-based analysis for the DEGs using the KEGG pathway database [34]. As a result, 483 genes were enriched in 43 biological pathways (Figure 4B). 

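The deposited table assigns 2421 of the tested genes to KEGG pathways, and 291 of these were DEGs. Of the 197 pathways with at least 5 tested genes, 20 had p under 0.05 in one-sided Fisher's exact tests, and these 20 hold 134 DEGs. After adjustment over the 197 pathways, 4 had p under 0.05.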

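The smallest p among the pathways belonged to “Phenylalanine metabolism” (21 DEGs among 64 tested genes, 7.69 expected) and “Phenylpropanoid biosynthesis” (27 of 95, 11.4 expected), each with an adjusted p of 0.000814. “Methane metabolism” followed with 15 of 47 genes and 5.65 expected (adjusted p = 0.0149). The KEGG pathway of the antenna proteins, which bind chlorophyll in the light-harvesting complexes, has 10 tested genes in the deposited table, and 5 of them were DEGs with 1.20 expected (one-sided Fisher's exact test, p = 0.00366, adjusted p = 0.103).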

“Photosynthesis—antenna proteins” is the most significantly enriched pathway, as 10 out of the 15 member genes were present. Followed over-presented pathways include “amino sugar and nucleotide sugar metabolism”, “α-Linolenic acid metabolism”, “flavonoid biosynthesis”, “carotenoid biosynthesis”, “apoptosis”, “fructose and mannose metabolism”, and “MAPK signaling pathway”.

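In “Amino sugar and nucleotide sugar metabolism”, 13 of 42 tested genes were DEGs with 5.05 expected (one-sided Fisher's exact test, p = 0.000832, adjusted p = 0.0410). The adjusted p was above 0.05 for “alpha-Linolenic acid metabolism” (8 of 21, 0.0666), “Carotenoid biosynthesis” (6 of 15, 0.137) and “Flavonoid biosynthesis” (10 of 35, 0.138). For “Apoptosis” (9 of 46), “MAPK signaling pathway” (6 of 44) and “Fructose and mannose metabolism” (5 of 44), p was 0.0923, 0.438 and 0.624 before adjustment.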

### 2.4. qRT-PCR Validation of DEGs

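Figure 5 includes 4 loci that the text does not name. *LOC_Os01g61080* was at 93.7 ± 3.29 FPKM in the control (SD, n = 3), 7.66 ± 1.43 in GAT and 34.4 ± 1.63 in PBT, with log2 fold changes of -3.46 in GAT/Control, -1.42 in PBT/Control and 2.05 in PBT/GAT, each past both limits with every library left out in turn. *LOC_Os03g45920*, a tubulin/FtsZ domain gene, was at 14.6 ± 2.66, 5.98 ± 1.12 and 16.3 ± 1.22 FPKM, which made it a DEG in GAT/Control (-1.16, limma adjusted p = 0.00526) and in PBT/GAT (1.32). *LOC_Os02g05980*, described as a phytosulfokine receptor precursor, was at 1.86, 2.15 and 1.51 FPKM in the control libraries, listed at 0 in every GAT library, and at 0, 0 and 1.43 in PBT. Its adjusted p in GAT/Control was 0.0389, and it rose to between 0.0609 and 0.0861 without any 1 of the control or GAT libraries and was 0.00660 without PBT replicate 3. In PBT/Control, *LOC_Os02g05980* had an adjusted p of 0.166, which became 0.0212 without PBT replicate 3. *LOC_Os09g17740* belongs to the antenna protein genes.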

To validate the Illumina sequencing data and the expression patterns of the DEGs revealed by RNA-Seq, qRT-PCR was performed to examine the expression patterns of 11 DEGs (Figure 5). qRT-PCR results showed that the expression pattern of the majority of the DEGs exhibited same correlations with the RNA-seq data, though the regulation level may vary from genes. In particular, important submergence regulator genes, such as *EATB* (*ERF protein associated with tillering and panicle branching*) (*LOC_Os09g28440*) and *MPK3* (*LOC_Os03g17700*), showed exactly the same pattern as revealed by RNA-seq, suggesting the high reliability of the transcriptomic data in the current study.

## 3. Discussion

### 3.1. PB (Paclobutrazol) Decelerates the Physiological Activities of IR64 under Submergence

The low-O_2_ quiescence syndrome strategy is known as a key mechanism for rice to survive short periods of submergence [1]. As a key activator of many physiological processes, high GA content is not favored for rice recovery after submergence due to its acceleration effects on metabolism and energy depletion. Studies on rice submergence-tolerant varieties with the *Sub1A* locus demonstrated that a quiescence status is essentially achieved through blocking the signaling and/or biosynthesis pathways of GA. In recognition of this, application of exogenous GA inhibitors PB was believed to be an alternative means to enhance submergence tolerance [4,27]. Consistent with previous reports, the current study revealed a significantly positive impact of exogenous PB on rice submergence tolerance, while GA imposed opposite effects (Figure 1 and Figure 2A). Rice survival after submergence was found to be strongly dependent on non-structural carbohydrate reserves remaining in the shoot after submergence [4]. We also detected obvious retention of non-structure carbohydrates in the PB-treated plants, which may be attributed to the energy saved from reduced shoot elongation. Meanwhile, the repressed chlorophyll degradation in PBT may also help plants to maintain better photosynthesis capacity than in GAT and the control (Figure 2B–E). To support the survival of plants under water, soluble sugar, which is the direct source of energy, was rapidly consumed and depleted, decreasing to the same low level as in GAT, PBT, and CK (*p* < 0.05), though the PB-treated plants stored more pre-submergence soluble sugar (Figure 2D). Other sources such as starch are also used as energy supply through fermentative metabolism.

### 3.2. DEGs Related to Submergence and Other Abiotic Stress Responses

Although IR64 is a submergence-intolerant variety containing no *Sub1A* gene, we found a couple of other important submergence regulators are differentially expressed in response to the application of GA and PB. One well-documented example is *CIPK15* (*Calcineurin B-like interacting protein kinase 15*) (*LOC_Os11g02240*) [35]. CIPK15 is a plant-specific Ser-Thr protein kinase containing a conserved NAF (Asn-Ala-Phe) domain, which is necessary and sufficient for the interaction with calcineurin B-like proteins. *cipk15* mutants exhibited hypersensitivity to anaerobic germination under water. CIPK15 senses O_2_-deficiency signals, and works on the upstream of *SnRK1A*-*MybS1*-*Ramy3D* sugar signaling cascade to promote the starch degradation for rice growth under floodwater [35]. Research has also suggested that Sub1A and CIPK15 might play an antagonistic role in terms of carbohydrate consumption, and Sub1A could suppress the CIPK15 pathway under O_2_ deprivation [36]. In this study, we found that *CIPK15* was significantly upregulated by GA (fold change = 2.68, *p* < 0.05), whereas PB treatment kept the *CIPK15* expression at the same level as the control (*p* > 0.05), suggesting that PB-mediated submergence tolerance is, at least partially, ascribed to the retention of *CIPK15* expression. 

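The entry of *CIPK15* on chromosome 11 was at 51.6 ± 2.51 FPKM in the control (SD, n = 3), 138 ± 5.20 in GAT and 79.7 ± 6.87 in PBT, with no overlap between the libraries of any pair of groups. The ratio of mean FPKM in GAT/Control was 2.68, and the log2 fold change was 1.41 (standard error 0.107, limma adjusted p = 8.37e-05). In PBT/Control the log2 fold change was 0.61 (adjusted p = 0.0117), under the fold limit but larger than the spread between replicates, and over the alternatives its adjusted p lay between 0.00611 and 0.0635. In PBT/GAT it was -0.79 (adjusted p = 0.00271). Another entry of LOC_Os11g02240 had 2.31 ± 2.34 FPKM in the control, and how reads were divided between them is unknown. From the upregulation by GA and the level it describes in PBT, the paper proposes that PB-mediated tolerance rests in part on the retention of *CIPK15* expression.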

Another submergence-related DEG is *MPK3* (*LOC_Os03g17700*), belonging to the Mitogen-activated protein kinase gene family. In the background of Swarna with the presence of *Sub1A*, MPK3 is activated by submergence, and regulates the transcript accumulation of GA signaling genes *SLR1* and *SLRL1*. The MPK3-Ox Swarna-Sub1 line showed restricted shoot length elongation post-submergence, whereas the MPK3-silenced Swarna-Sub1 lines showed a chronic increase in shoot length post submergence, suggesting the positive role of MPK3 in submergence tolerance. Moreover, MPK3 physically interacts with and phosphorylates SUB1A, which could in turn bind to the *MPK3* promoter and regulate its expression in a positive regulatory loop during submergence stress signaling [37]. In our transcriptome data, we found a dramatic downregulation of MPK3 in the GAT/Control (fold change = 2.68, *p* < 0.05), but a similar expression level in the PBT/Control (*p* > 0.05). 

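*MPK3*, on chromosome 3, had 79.1 ± 5.81 FPKM in the control (SD, n = 3), 14.3 ± 4.20 in GAT and 118 ± 4.88 in PBT. Its mean in the control was 5.54 times that in GAT, and its log2 fold change in GAT/Control was -2.42 (standard error 0.187, limma adjusted p = 8.71e-05). In PBT/Control the 3 PBT libraries lay above the 3 control libraries, with a log2 fold change of 0.57 (adjusted p = 0.128, from 0.0201 to 0.272 over the alternatives). The difference between PBT and GAT was 3.00 (adjusted p = 5.01e-05).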

Given the positive role of *MPK3* in submergence tolerance, the downregulation pattern of it in GAT is consistent with the lower survival rate in GAT. Meanwhile, PB could maintain MPK3 at a relatively high level and hence enhance plant survival under water. In addition to the important submergence regulators, we found a number of abiotic resistant genes in our DEG list, including *ALDH2a* (*Aldehyde Dehydrogenase*) (LOC_Os02g49720), which is involved in submergence response [38], *OsbHLH1* (*basic helix-loop-helix*) (*LOC_Os07g43530*), which is implicated in cold stress signaling [39], and *MSR2* (*Multi-Stress-Responsive gene 2*) (*LOC_Os01g72530*), which participates in drought and stress resistance [40].

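*RGA1* (*LOC_Os05g26890*), which the text names as a GA-responsive marker, has no entry in the deposited table. The other genes that the text names with a locus or that Figure 5 shows number 24. Of these, 20 were DEGs in GAT/Control after adjustment over all genes tested and 22 when adjusted over the list alone. In PBT/Control these counts were 6 and 7, and in PBT/GAT 11 and 11. The paper picked these genes on the same libraries, so the counts adjusted over the list alone are not independent evidence. *ALDH2a* was at 6.42 ± 0.862 FPKM in the control (SD, n = 3), 2.54 ± 1.39 in GAT and 5.03 ± 0.264 in PBT. Its log2 fold change in GAT/Control was -1.15 (limma adjusted p = 0.0441), and the call was lost in 8 of the 9 fits that left out 1 library, with an adjusted p of 0.130 without control replicate 1. *OsbHLH1* rose from 2.90 ± 0.610 to 7.95 ± 2.76 FPKM in GAT/Control (log2 fold change 1.16, adjusted p = 0.0475), a call also lost in 8 of 9 such fits, with 0.143 and a log2 fold change of 0.97 without GAT replicate 1. Its value in PBT was 5.63 ± 1.97 FPKM. *MSR2*, described as a calmodulin-related calcium sensor, was at 99.7 ± 9.94, 15.2 ± 4.22 and 48.7 ± 9.22 FPKM in the control, GAT and PBT, and was a DEG in each comparison, with log2 fold changes of -2.67 in GAT/Control, -1.03 in PBT/Control and 1.63 in PBT/GAT. Its adjusted p of 0.0324 in PBT/Control passed 0.05 in 6 fits with 1 library left out, up to 0.105 without PBT replicate 3.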

### 3.3. DEGs Involved in Phytohormone Biosynthesis and Signaling

Submergence tolerance is a complex event orchestrated by various phytohormones. As an inhibitor of GA, PB is expected to block the GA biosynthesis pathway. In the current study, we found the transcriptional level of *SD-1* (*Semi dwarfing 1*) (*LOC_Os01g66100*) in GAT was significantly higher than the control and PBT. 

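*SD-1*, on chromosome 1, was at 44.5 ± 2.74 FPKM in GAT (SD, n = 3), 6.35 ± 3.13 in the control and 11.2 ± 3.27 in PBT. On the log2 scale it was up by 2.74 in GAT/Control (limma adjusted p = 0.00160), with a log2 fold change of -1.94 in PBT/GAT (adjusted p = 0.0122). In PBT/Control it was 0.80 (adjusted p = 0.267), where the control libraries ran from 2.75 to 8.49 FPKM and the PBT libraries from 7.51 to 13.8.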

Given that *SD-1* encodes a gibberellin 20-oxidase, which is a key enzyme in the conversion of bioactive GA forms, the suggestion is that *SD-1* might be a key node of the GA biosynthesis pathway in PB-mediated suppression. As a major regulator of submergence responses in rice, ethylene rapidly accumulates during stress and triggers a range of acclimation responses. ERF is a subgroup of the APETALA2 (AP2)/ERF family transcription factors that have been shown to bind specifically to the GCC box (AGCCGCC) of the ethylene-responsive element (ERE) [41]. Previous studies have linked several ERFs, such as the most famous Sub1A, with submergence tolerance [10]. 

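Of the genes tested, 58 are described in the deposited table as AP2 domain, ethylene-responsive or dehydration-responsive element-binding proteins. Among these, 8 were DEGs in GAT/Control (4 upregulated and 4 downregulated), 5 in PBT/Control (all upregulated) and 10 in PBT/GAT (8 upregulated and 2 downregulated), 13 in at least 1 comparison. The counts adjusted over the list alone were 13, 6 and 10. The fold limit on the log2 ratio of mean FPKM with an unadjusted p gave 19, 8 and 19, an adjusted p under 0.01 with the fold limit gave 2, 2 and 4, and treating a 0 in 1 library as missing gave 9 in PBT/Control. Without GAT replicate 3 there were 4 in GAT/Control and 6 in PBT/GAT, and without PBT replicate 3 there were 2 in PBT/Control.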

Interestingly, among the 163 ERF TFs in the rice genome [32], 22 and eight ERFs were differentially expressed in GAT/Control and PBT/Control, respectively. 

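The entry of *EATB* on chromosome 9, which the deposited table describes as an AP2 domain protein, stood at 43.2, 36.4 and 40.0 FPKM in the control libraries, 1.84, 1.44 and 1.20 in GAT, and 42.8, 0 and 55.6 in PBT. The 0 in PBT replicate 2 widens the error of every comparison of this gene. Its log2 fold change in GAT/Control was -4.04 (limma adjusted p = 0.0860), and without PBT replicate 2 the same fold change had an adjusted p of 4.36e-05. The alternatives gave adjusted p from 9.85e-06 to 0.210, the lowest with the 0 treated as missing. In PBT/GAT the log2 fold change was 2.45 (adjusted p = 0.307), and without PBT replicate 2 it was 4.33 (adjusted p = 0.000102).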

In GAT/PBT, we found that the expression of *EATB* (*ERF protein associated with tillering and panicle branching*) (*LOC_Os09g28440*) was significantly repressed by GA (*p* < 0.05). It has been shown that *EATB* is ethylene responsive, and it suppresses the transcription of gibberellin biosynthetic gene *ent*-kaurene synthase A, which finally restricts the internode elongation [42]. The repressed expression of *EATB* by GA implies a feedback loop regulation in the ethylene–GA interaction. Meanwhile, the application of PB kept the *EATB* at a comparable level to the control (*p* > 0.05), which may help plants maintain a relatively low level of endogenous GA, and enhance survival under submergence. 

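In PBT/Control, the log2 fold change of *EATB* was -1.59 (limma adjusted p = 0.564). Without PBT replicate 2 it was 0.29, with the direction reversed, and the adjusted p of the alternatives lay between 0.384 and 0.679.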

We also found that a number of other ethylene biosynthesis or signaling genes displayed the downregulation pattern in GAT/Control and remained unchanged in PBT/Control. These include *OsACO7* (*aminocyclopropane-1-carboxylate oxidase*) (*LOC_Os01g39860*) [43], *OsACS1* (*aminocyclopropane-1-carboxylate synthase*) (*LOC_Os03g51740*) [44], and *OsEIL2* (*Ethylene Insensitive 3-Like*) (*LOC_Os07g48630*) [45]. In addition to the GA- and ethylene-related genes, many other phytohormone-related genes were found to be differentially expressed in this study. These include ABA-related genes *OsNCED3* (*9-cis-epoxycarotenoid dioxygenase*) (*LOC_Os03g44380*), *DSM2* (*β-Carotene Hydroxylase*) (*LOC_Os03g03370*) [46,47]; BR (brassinosteroid)-related genes *DWARF4* (*LOC_Os03g12660*), *SERK2* (*somatic embryogenesis receptor kinase*) (*LOC_Os04g38480*) [48,49]; and auxin-related genes *ARF8* (*auxin response factor*) (*LOC_Os02g41800*), *OsNPR1* (*Nonexpressor of PR genes 1*) (*LOC_Os01g09800*) [50,51].

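*OsACO7* rose from 2.24 ± 0.666 FPKM in the control (SD, n = 3) to 8.97 ± 2.16 in GAT, a log2 fold change of 1.62 (limma adjusted p = 0.00292). In PBT it was at 5.32 ± 0.317 FPKM, 0.99 above the control on the log2 scale (adjusted p = 0.0475) and just under the fold limit, which it passed with a pseudocount of 0.5 (1.12) and with quantile normalization (1.06). *OsACS1* was at 3.45, 2.16 and 3.61 FPKM in the control libraries, 0, 0.185 and 0.617 in GAT, and 4.40, 5.44 and 3.78 in PBT. The log2 fold change of *OsACS1* was -1.69 in GAT/Control (adjusted p = 0.00463), 0.45 in PBT/Control (adjusted p = 0.430) and 2.15 in PBT/GAT (adjusted p = 0.00199). *OsEIL2* was at 141 ± 4.08 FPKM in the control, 228 ± 10.3 in GAT and 298 ± 2.79 in PBT, so both treatments lay above the control. Relative to the control, *OsEIL2* was 0.68 higher on the log2 scale in GAT (adjusted p = 0.000866), under the fold limit, and 1.07 higher in PBT (adjusted p = 0.000208).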

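*OsNCED3* was at 5.35, 2.02 and 1.66 FPKM in the control libraries, 23.2, 16.5 and 19.9 in GAT, and 0, 11.7 and 12.8 in PBT. Its log2 fold change in GAT/Control was 2.48 (limma adjusted p = 0.128, from 0.00204 to 0.341 over the alternatives), and without PBT replicate 1, the library at 0, the adjusted p was 0.00423. In PBT/Control it was 0.60 (adjusted p = 0.781), without that library 1.84 (adjusted p = 0.0419), and without PBT replicate 3 -0.06. *DSM2* was at 11.5 ± 3.81, 67.8 ± 16.5 and 28.3 ± 3.01 FPKM in the control, GAT and PBT (SD, n = 3), a log2 fold change of 2.48 in GAT/Control (adjusted p = 0.000395). It was also called in PBT/Control (1.27) and PBT/GAT (-1.21), 2 calls that were each lost in 4 fits with 1 library left out, with adjusted p up to 0.0767 without PBT replicate 2 and 0.0697 without PBT replicate 1. *DWARF4* was at 0.751 ± 0.392, 4.83 ± 1.85 and 0.888 ± 0.809 FPKM. It was called in GAT/Control (1.71, adjusted p = 0.0252) and PBT/GAT (-1.66, adjusted p = 0.0345), and these became 0.0847 without control replicate 1 and 0.103 without GAT replicate 2. In PBT/Control its log2 fold change was 0.05, and it turned to -0.01 with a pseudocount of 0.1, to -0.15 without control replicate 1 and to -0.27 without PBT replicate 2. *SERK2* was at 31.7 ± 2.58, 101 ± 1.38 and 55.5 ± 5.72 FPKM, a log2 fold change of 1.65 in GAT/Control (adjusted p = 7.03e-05) and of 0.79 in PBT/Control (adjusted p = 0.00634), under the fold limit. *ARF8* rose from 1.31 ± 0.420 to 10.7 ± 3.46 FPKM in GAT/Control (2.32, adjusted p = 0.00234) and was at 2.29 ± 1.29 in PBT, and its PBT/GAT difference was -1.85 (adjusted p = 0.00981). *OsNPR1* was at 4.65 ± 1.13, 26.6 ± 3.19 and 16.0 ± 6.95 FPKM, called in GAT/Control (2.30) and in PBT/Control (1.51, adjusted p = 0.0303), the latter lost in 8 of 9 fits with 1 library left out, with 0.107 without PBT replicate 1.

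**Figure D1:**
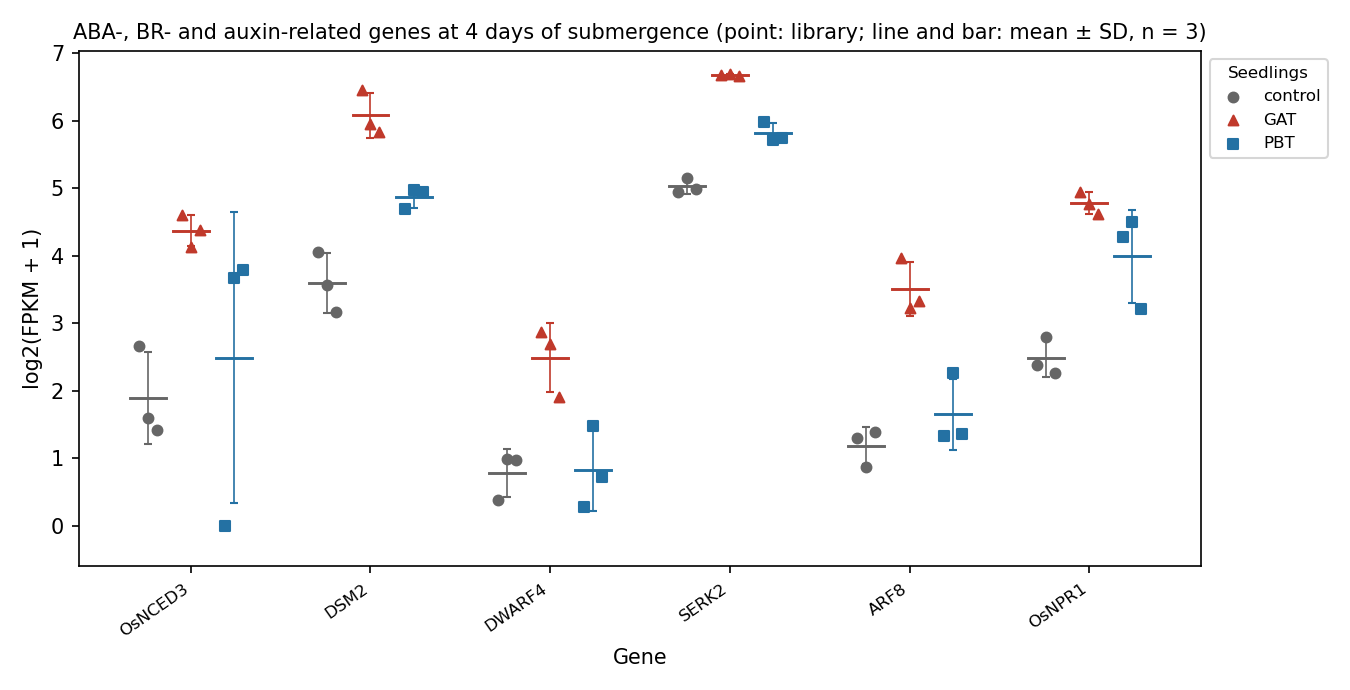
log2(FPKM + 1) of the ABA-, BR- and auxin-related genes in the control, GAT and PBT libraries. Points are libraries, and the line and bar are the mean ± SD (n = 3). The PBT point at 0 of *OsNCED3* lies far from the other libraries of its group.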

### 3.4. Photosynthesis and Nutrient Metabolism-Related DEGs

It was suggested that rice seedling survival is strongly associated with NSC (non-structural carbohydrate) content post-submergence, which is jointly determined by the photosynthesis rate and energy consumption rate during submergence [4]. In plants such as rice and other organisms, photosynthesis is a process that converts light energy into chemical energy in the form of carbohydrate molecules, which could later be released to fuel necessary biological activities. Under submergence, in addition to the blocked light accessibility to plant photosynthesis organs and stress-induced chlorophyll degradation, maximum quantum efficiency, which is a key parameter determining the function and stability of PSII (Fv/Fm), was also found to be drastically declined [27,52,53]. Meanwhile, several previous studies, along with the current study, revealed that PB application maintained the phytochemical efficiency, thereby enhancing the submergence tolerance [27,54]. 

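All 10 genes that the deposited table assigns to the KEGG pathway of antenna proteins are described as chlorophyll A-B binding proteins. Their median log2 fold change was -1.31 in GAT/Control, with 9 genes lower and 5 called, and -0.84 in PBT/Control, with 8 lower and 1 called. In PBT/GAT it was 0.40, with 7 genes higher and 0 called, though 5 had an adjusted p under 0.05 (5 also before adjustment), all of them higher in PBT and under the fold limit. Adjusted over the list alone, the calls numbered 5, 3 and 0. As a set, the genes had camera p of 3.04e-08 in GAT/Control, 1.33e-07 in PBT/Control and 0.000493 in PBT/GAT with the preset inter-gene correlation of 0.01. All 3 directions held with p under 0.05 with an estimated correlation (0.00137, 0.00177 and 0.0124) and under fry (1.07e-05, 9.00e-05 and 0.00353). Of the alternatives, quantile normalization moved the medians most, to -0.90 in GAT/Control, -0.56 in PBT/Control and 0.24 in PBT/GAT, with every direction kept. The FPKM summed over the 10 genes was 12059 ± 544 in the control (SD, n = 3), 5026 ± 484 in GAT and 7029 ± 1367 in PBT.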

Our transcriptomic analysis further revealed that 10 DEGs were significantly enriched in the “Photosynthesis–antenna proteins” pathway, with most of them upregulated in PBT compared with the control or GAT. 

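Among the antenna protein genes, *LOC_Os09g17740*, the most abundant, was at 2824 ± 36.4 FPKM in the control, 1105 ± 36.1 in GAT and 1681 ± 62.5 in PBT (SD, n = 3), with log2 fold changes of -1.35, -0.75 and 0.60 in GAT/Control, PBT/Control and PBT/GAT. *LOC_Os03g39610* went from 1430 ± 33.1 to 596 ± 17.4 in GAT and 752 ± 13.0 in PBT. Quantile normalization took both under the fold limit in GAT/Control (-0.73 and -0.83). *LOC_Os04g38410*, at 588 ± 12.5 FPKM in the control, was called in GAT/Control (-1.60) and in PBT/Control (-1.14), where quantile normalization gave -0.98. *LOC_Os11g13890* was called in GAT/Control (-1.29) and stood at 696 ± 27.4 FPKM in PBT. The call of *LOC_Os08g33820* in GAT/Control (-1.71, limma adjusted p = 0.0152) was lost in 5 fits with 1 library left out, with 0.0604 without control replicate 1, and without PBT replicate 1 its adjusted p was 0.000161. The PBT libraries of *LOC_Os01g41710* were at 1060, 0 and 1099 FPKM and those of *LOC_Os07g37240* at 180, 24.8 and 672. Without PBT replicate 2, *LOC_Os01g41710* was called in GAT/Control (-1.34, adjusted p = 0.000151) and its PBT/GAT difference was 0.77 in place of a negative value, and without PBT replicate 3, *LOC_Os07g37240* was called in PBT/Control (-4.28, adjusted p = 0.0185). The libraries of *LOC_Os02g10390* were at 387, 398 and 1744 FPKM in the control, 941, 199 and 540 in GAT and 1491, 349 and 1550 in PBT, and its log2 fold change in GAT/Control went from -0.47 to 0.25 without control replicate 3 and to 0.14 without GAT replicate 2. *LOC_Os01g52240* was listed at 0 in every library but GAT replicate 1, at 21.8 FPKM.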

The results suggested that maintaining a relatively high expression level of antenna protein genes is an important way for PB to enhance rice submergence tolerance. 

Reserves of non-structural carbohydrates [55], including starch and soluble sugars, are key for rice plant recovery after submergence [4]. As previously reported, we detected obvious retention of NSC in the PB-treated plants. Our transcriptomic analysis further revealed that a number of important sucrose and starch metabolism regulator genes were differentially expressed in GAT, PBT, and the control. For example, *OsCyt-inv1* (*cytosol invertase 1*) (*LOC_Os02g34560*), encoding an alkaline/neutral invertase, is responsible for the conversion of sucrose into glucose and fructose. Mutation of *OsCyt-inv1* resulted in short roots and accumulation of sucrose, and exogenous supply of glucose could repair root growth defects in the mutant, suggesting its positive roles in sucrose metabolism [56]. Our transcriptomic data showed that GAT significantly upregulated *OsCyt-inv1* expression, while PBT maintained *OsCyt-inv1* expression at a similar level as the control, thus suppressing sucrose metabolism under submergence. 

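*OsCyt-inv1* was at 7.81 ± 1.23 FPKM in the control (SD, n = 3), 16.7 ± 1.43 in GAT and 10.9 ± 3.85 in PBT. Its log2 fold change in GAT/Control was 1.01 (limma adjusted p = 0.0365), close to both limits, and in 7 of the 9 fits with 1 library left out it was no longer called, with an adjusted p of 0.108 and a log2 fold change of 0.91 without control replicate 1. Quantile normalization (0.91) and median scaling (0.90) also took it under the fold limit. In PBT/Control the log2 fold change was 0.39 (adjusted p = 0.482) and in PBT/GAT -0.63 (adjusted p = 0.182), so a difference between PBT and GAT was not shown.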

Meanwhile, we also found a significantly higher expression level of alpha-amylase gene *OsAmy3D* (*LOC_Os08g36910*) in the GAT. 

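The entry of *OsAmy3D* on chromosome 8 was at 1.02 ± 0.170 FPKM in the control (SD, n = 3), 24.6 ± 2.08 in GAT and 10.4 ± 2.23 in PBT. The fitted log2 fold change was 3.66 in GAT/Control (limma adjusted p = 1.31e-05), 2.49 in PBT/Control (adjusted p = 0.000221) and -1.17 in PBT/GAT (adjusted p = 0.00651), and it stayed past both limits in every fit with 1 library left out.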

*OsAmy3D* is known as a key regulator of starch degradation for the energy for rice anaerobic growth [57]. The higher level of *OsAmy3D* in GAT may explain the faster consumption of starch, and PBT suppressed *OsAmy3D* expression to save more energy for recovering. In addition to the gene mentioned above, other starch or sucrose metabolism-related genes, such as *RSR1* (*Rice Starch Regulator1*) (*LOC_Os05g03040*) [58] and *OsSPP* (*sucrose-6F-phosphate phosphohydrolase*) (*LOC_Os01g27880*) [59], were differentially regulated, indicating their involvement in the submergence response.

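*RSR1* was at 53.9 ± 4.17 FPKM in the control (SD, n = 3), 104 ± 24.3 in GAT and 50.1 ± 16.6 in PBT. Its log2 fold change in GAT/Control was 0.91 (limma adjusted p = 0.0632), short of both limits, and in PBT/Control -0.16, which turned to 0.14 without PBT replicate 1. In PBT/GAT it was -1.07 (adjusted p = 0.0412), a call lost in 8 of the 9 fits with 1 library left out, with 0.123 without GAT replicate 1. *OsSPP* was at 23.4 ± 1.90, 9.47 ± 2.13 and 11.5 ± 1.81 FPKM in the control, GAT and PBT, with a log2 fold change of -1.24 in GAT/Control (adjusted p = 0.00422). In PBT/Control it was -0.97 (adjusted p = 0.0227), just under the fold limit, which it passed with a pseudocount of 0.1 (-1.02) and without PBT replicate 3 (-1.06, adjusted p = 0.0405).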

In summary, we identified 3936 DEGs among GA-treated, PB-treated, and untreated seedlings under submergence stress. Physiological assays and DEG functional annotation analysis suggested that PB significantly enhances rice seedling survival by promoting a higher level of chlorophyll content and alcohol dehydrogenase activity, and decelerating the consumption of non-structural carbohydrates compared with the control and GA-treated samples. Application of PB drove the expression of several submergence-related genes, such as *CIPK15*, *MPK3*, *SD-1*, and *OsCyt-inv1*, to activate the corresponding pathways to enhance submergence tolerance. Hence, molecular manipulation of these key genes using submergence-inducible promoters may have the potential to genetically improve rice submergence tolerance.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

This study was conducted in the greenhouse of the China National Rice Research Institute in natural conditions during May to June of 2015. Rice submergence-intolerant variety IR64 (*Oryza sativa* ssp. *indica*) plants were grown in plastic pots (38 cm in length, 28 cm in width, and 12 cm in height) filled with 2.0 kg mixture of dry paddy soil and special seedling substrate (NPK content ≥ 5%, organic material ≥ 15%) in a 4:1 ratio; a 24-15-15 (N-P_2_O_5_-K_2_O) fertilizer was applied at 0.8 g per pot rate once before seeding. Thirty IR64 pre-germination seeds were sown in each pot. Irrigation was applied as needed to prevent any visible drought stress during seedling growth. Plants were thinned to 20 seedlings per pot 10 days after sowing. 

### 4.2. Treatments and Experimental Design

An experiment based on randomized complete block design with 10 pots as 10 replications was used to test the effect of paclobutrazol (PB) (CAS:76738-62-0, Sigma-Aldrich, St. Louis, MO, USA) and gibberellic acid (GA_3_) (CAS:77-06-5, Sigma-Aldrich, St. Louis, MO, USA) on submergence stress responses of young rice seedlings. PB and GA_3_ stock solutions were made by pre-dissolving 300 and 150 mg powders in 2 mL 95% ethanol and then diluting them to 200 mg·L^−1^ and 100 mg·L^−1^ by water, respectively. Twenty days after germination (DAG), seedlings were sprayed with 25 mL of 200 mg·L^−1^ PB, 100 mg·L^−1^ GA_3_, or methanol solvent (0.1% final concentration) as control two days prior to the submergence. Plants were completely submerged and water depth was maintained at 100 cm for 0, 4, 8, 12, and 16 days in concrete tanks (180 cm in length, 120 cm in width, and 100 cm in height). The tank water was not changed during the treatment.

### 4.3. Sampling and Measurements

Plant height of 10 seedlings was measured just before and after submergence. Seedlings of three pots were harvested after submergence, and leaves were immediately frozen in liquid nitrogen and stored at −80 °C for the alcohol dehydrogenase (ADH) activity assay. ADH activity was quantified as described by previous study [60]. ADH enzyme activities in extracts were measured sepectrophotometrically at A_340_ at 25 °C for 2 min, as described by Ellis and Setter (1999) [61]. Each measurement was repeated three times.

After submergence, four pots of plant samples were milled for measurement of soluble sugar and starch content. Samples of 100 mg of ground tissue powders were extracted three times for 20 min at 80 °C with 10 mL of 90% (*v*/*v*) ethanol. After centrifugation at 3000× *g* for 10 min, the supernatant was collected and placed in a new tube, and the ultimate volume was set to 50 mL. One milliliter of supernatant was collected and transferred into a glass tube. Total soluble sugar content was quantified by the anthrone method with glucose used as the standard [62]. The ethanol-insoluble fraction was dried in an oven at 80 °C for starch extraction. Briefly, 2 mL of distilled water was added to the tubes containing the dried residue. The tubes were put in a boiling water bath for 15 min, and added with 2 mL 9.2 N HClO_4_ for 15 min. The suspension is then made up to 10 mL and centrifuged. Supernatant was then collected, and the residues were extracted again with 2 mL 4.6 N HClO_4_ for 15 min, and then made up to 10 mL with distilled water. The collected supernatants were merged to a final volume of 50 mL. Starch content in the supernatant was determined according to a previous report [62]. Each measurement had four replications. 

Seedlings from another three pots were allowed to recover for seven days after submergence, and the survival rate was recorded as: survival% = (with green leaves after seven days of submergence/total seedlings) × 100. Chlorophyll content was measured by a SPAD meter (Konica Minolta, Japan) before and just after submergence and 7 d later. The SPAD value of top, completely developed leaves of 10 seedlings was measured for each treatment. 

### 4.4. Construction of the mRNA Libraries and High-Throughput Sequencing

Total RNA was extracted from leaves of seedlings using Trizol (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocols. The total RNA quantity and purity were analyzed by Bioanalyzer 2100 and RNA 6000 Nano Labchip Kit (Agilent, Carlsbad, CA, USA) with RIN number > 7. 0.5 µg of total RNA representing a specific adipose type was subjected to isolate Poly (A) mRNA with poly-T oligo attached magnetic beads (Invitrogen). The mRNA is fragmented into small pieces using a divalent cation under elevated temperature after purification, then the cleaved RNA fragments were reverse-transcribed to create the final cDNA library in accordance with the protocol for the mRNA-Seq sample preparation kit (Illumina, San Diego, CA, USA); the average insert size for the paired-end libraries was 300 bp (±50 bp). The paired-end sequencing was performed on an Illumina Hiseq2000/2500 sequencer (LC Sciences, Houston, TX, USA). Nine RNA libraries consisted of three control libraries, three PB-treated libraries, and three GA-treated libraries. 

### 4.5. RNA-Seq Analysis

Prior to assembly, low-quality reads, including reads containing sequencing adaptors or sequencing primer or nucleotide with q quality score < 20, were removed. The raw sequence data have been submitted to the NCBI Short Read Archive with accession number GSE104035. The obtained clean reads were mapped to the rice reference genome in rice genome annotation project database: (ftp://ftp.plantbiology.msu.edu/pub/data/Eukaryotic_Projects/o_sativa/annotation_dbs/pseudomolecules/version_7.0/all.dir/) using the Tophat package. The aligned read files were processed by Cufflinks, which uses the normalized RNA-seq fragment counts to measure the relative abundances of the transcripts. The unit of measurement is Fragment per Kilobase of exon per Million fragments mapped (FPKM). Cufflink was used to de novo assemble the transcriptome. Only the comparisons with a “*q* value” less than 0.01 and status marked as “OK” in the Cuffdiff output were regarded as showing differential expression.

### 4.6. Quantitative RT-PCR

Quantitative RT-PCR was performed as described by Hou et al. (2017) [63]. Briefly, four micrograms of total RNA was applied for reverse transcription using first strand cDNA synthesis Kit (Toyobo, Shanghai, China). Real-time quantitative RT-PCR was performed in a total reaction volume of 20 µL, which includes 10 µL THUNDERBIRD SYBR^®^ qPCR Mix (Toyobo, Shanghai, China), 1 µL cDNA, 1 µL primers, and 8 µL water, on a Bio-Rad CFX96 real-time PCR detection system (Bio-Rad, Hercules, CA, USA). The relative expression level was calculated by the 2^−ΔΔ*C*t^ method. The experiment was performed in three biological replicates. Ubiquitin gene was used as an internal control. The sequence of primers is listed in Table S4. 

## Figures and Tables

**Figure 1:**
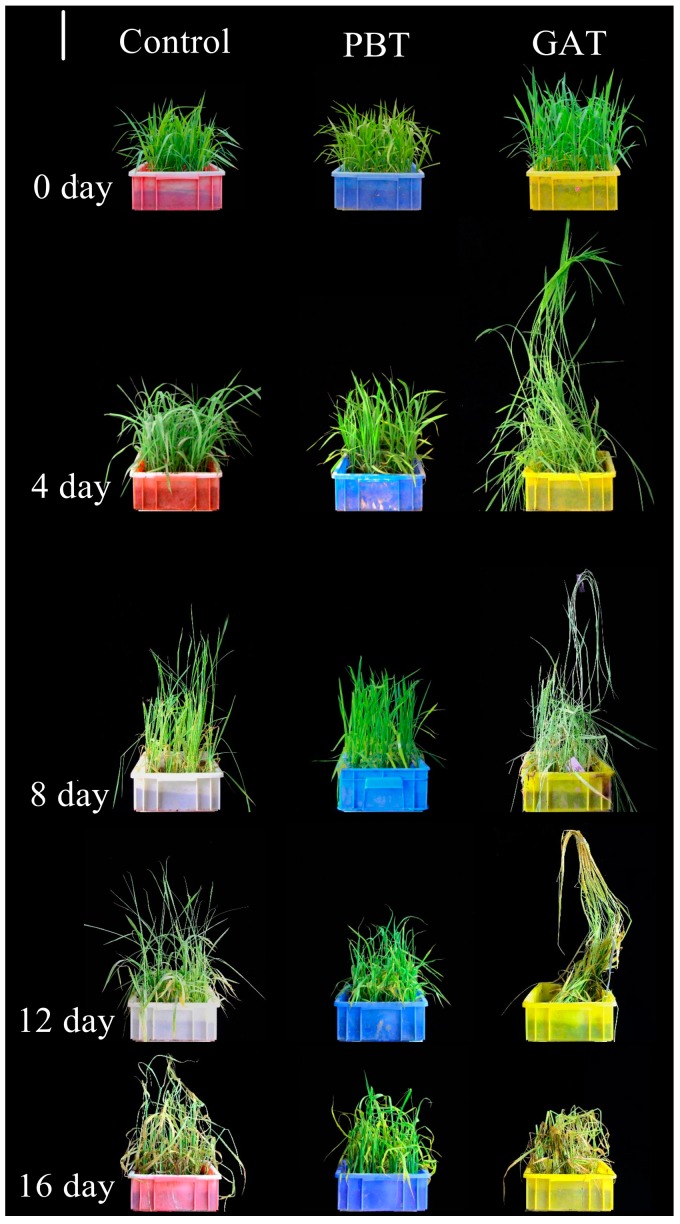
Phenotype of control, GAT (Gibberellin-treated) and PBT (paclobutrazol-treated) seedlings during submergence stress. The three columns show the control, GAT, and PBT seedlings, respectively. The five rows show seedlings that were submerged for 0, 4, 8, 12, and 16 days. Scale bar = 15 cm.

**Figure 2:**
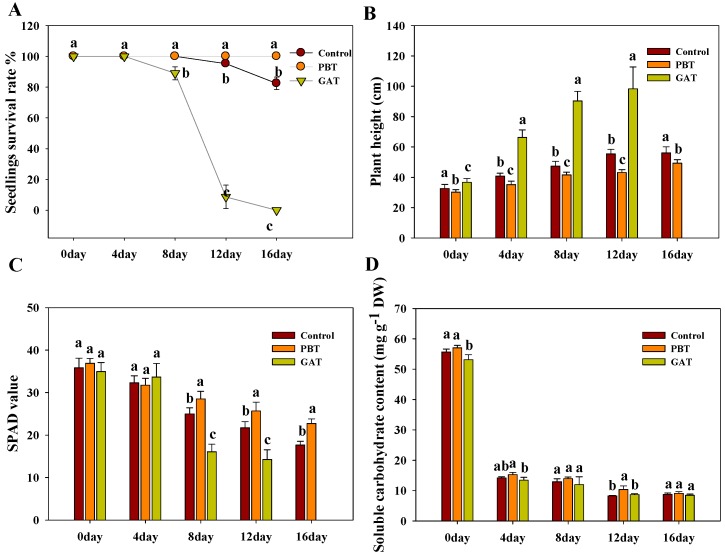

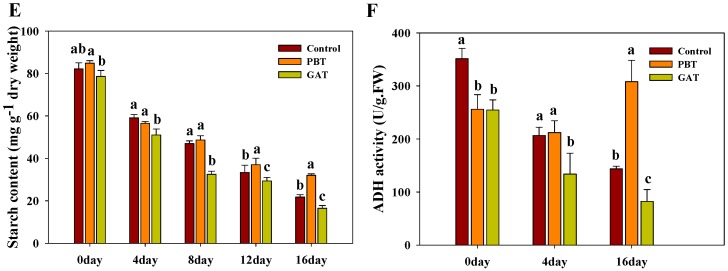
Physiological assay of control, GAT, and PBT seedlings under submergence. (**A**) Seedling survival rate of control, GAT, and PBT seedlings after submergence for 0, 4, 8, 12, and 16 days; (**B**) plant height of control, GAT, and PBT seedlings after submergence for 0, 4, 8, 12, and 16 days; (**C**) SPAD value of control, GAT, and PBT seedlings after submergence for 0, 4, 8, 12, and 16 days; (**D**) soluble carbohydrate content of control, GAT, and PBT seedlings after submergence for 0, 4, 8, 12 and 16 days; (**E**) starch content of control, GAT, and PBT seedlings after submergence for 0, 4, 8, 12 and 16 days; (**F**) ADH activity of control, GAT, and PBT seedlings after submergence for 0, 4 and 16 days. Values are the means ± SD (standard deviation) of 10 plants as 10 replicates for plant height and SPAD (soil and plant analyzer development) value, and four pots of plants as four replicates for NSC (non structural carbohydrate), and three pots of plants as three replicates for survival rate and ADH (alcohol dehydrogenase) activity. Bars with different letters indicate significant differences in samples among groups at the same time point at *p* < 0.05 (Duncan’s test).

**Figure 3:**
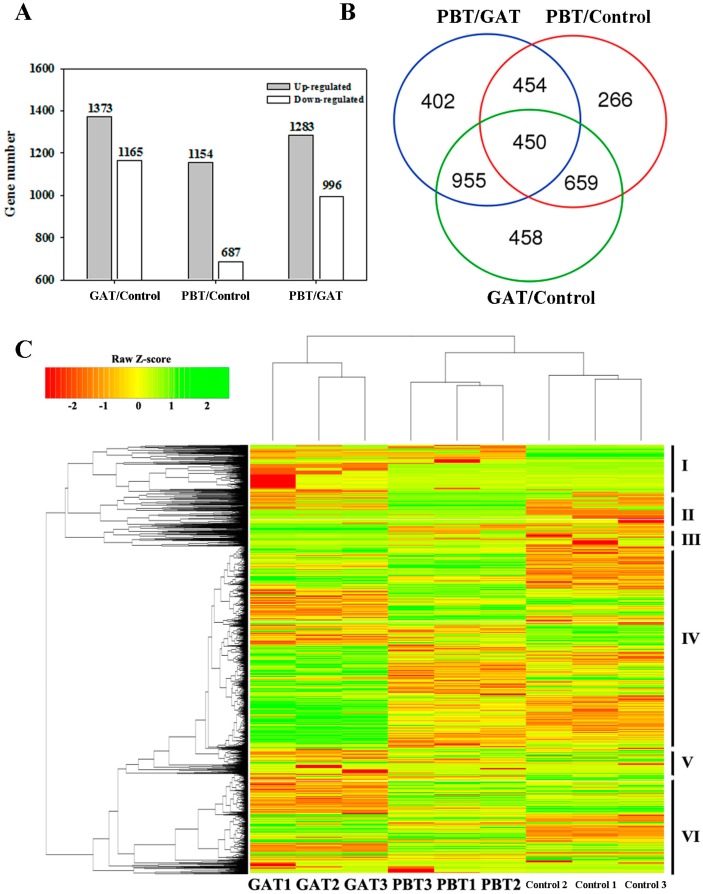
(**A**) Number of DEGs in different comparisons; (**B**) Venn diagram showing the commonly identified DEGs (differentially expressed genes) in different comparisons; (**C**) hierarchical clustering analysis of the DEGs (differentially expressed genes) among control, GAT, and PBT. The color bar on the left represents the log2 FPKM values. Red, yellow, and green indicate low, medium, and high FPKM (Fragments Per Kilobase of exon model per Million mapped reads) values, respectively.

**Figure 4:**
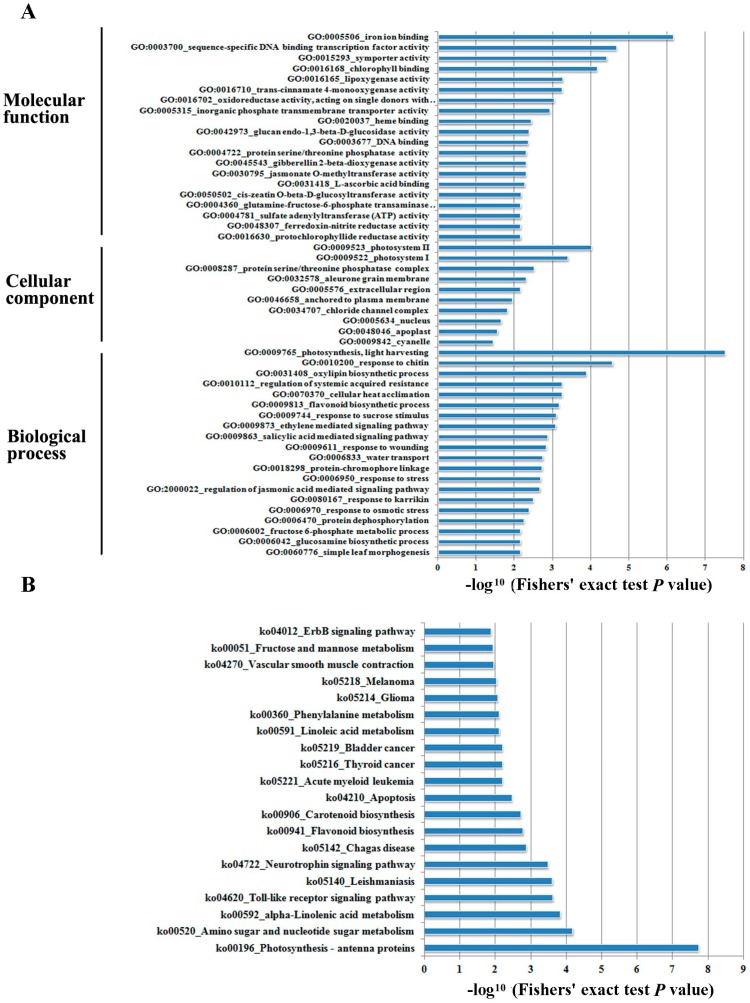
Enrichment analysis of DEGs based on the Gene Ontology (**A**) and KEGG pathway (**B**).

**Figure 5:**
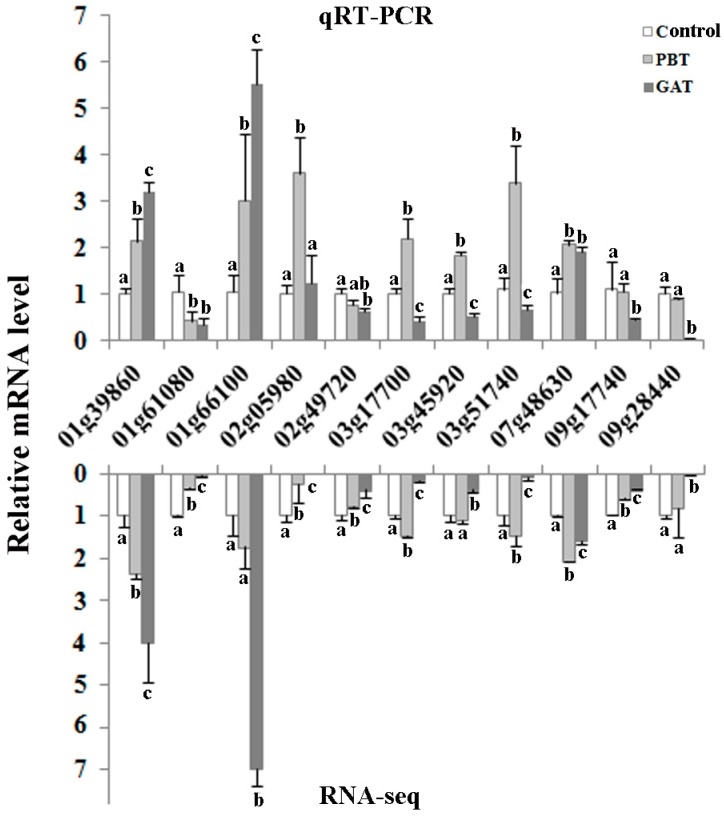
qRT-PCR validation of the DEGs in RNA-seq results. All values are based on three technical repeats and presented as means ± SD. Different characters indicate a statistically significant difference at *p* < 0.05 by *t*-test.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/10/2225/s1.

How the deposited data were processed for this re-analysis (not part of the article)

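RNA from leaves of IR64 seedlings was sequenced in 9 libraries, 3 each from the control, GAT and PBT groups, after 4 days of submergence. The groups were taken from the library names in the header of the deposited table. The authors removed reads with adaptors or low quality scores, aligned the clean reads to the rice pseudomolecules with Tophat and assembled transcripts with Cufflinks, and they deposited FPKM (fragments per kilobase of exon model, scaled to the mapped fragments) per gene and library, without pooling replicates. The entries that carry an assembly number have the MSTRG form, which the paper's methods do not explain. The table gives 10567 entries with GO terms and 3691 with KEGG pathways, and these annotations were used as deposited. A file for each library was also deposited, and 4 of the 9 hold the values of another library of the table, so these files were compared with the table and not used further.

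The values tested here were log2(FPKM + 1). Entries with a mean of at least 0.5 FPKM over the 9 libraries were kept, 22946 of 38652. limma 3.58.1 in R 4.3.3 was used to fit 3 group means to all 9 libraries, so that the comparisons GAT/Control, PBT/Control and PBT/GAT shared 1 estimate of the spread per gene. The variance was moderated with a trend on the mean, and p was adjusted per comparison by the Benjamini-Hochberg method. DEGs had an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The fold limit and the level are those of the paper's results text, and an adjusted p was used because its methods name a q value. The level of that q value in the methods is 0.01, without a fold limit, which conflicts with the results text and was run as an alternative, with and without the fold limit. On simulated libraries of the same 22946 genes, 200 genes were changed by 2 on the log2 scale in GAT, some raised and others lowered. They were drawn from genes with a mean log2(FPKM + 1) above 3. The fit called a median of 77% of them in GAT/Control over 5 runs (74.5% to 82.5%), with at most 9 false calls. The median estimate of the raised genes was 1.99. Genes with lower FPKM were not changed, so the 77% does not cover them. In the simulated PBT/Control, where no gene was changed, there were at most 2 calls.

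Annotation terms with at least 5 tested genes were tested with one-sided Fisher's exact tests against the tested genes with an annotation of the same kind, and p was adjusted over the terms of that kind. The antenna protein genes are the 10 tested entries assigned to the KEGG pathway of antenna proteins and were tested as a set with camera at an inter-gene correlation of 0.01. The ERF genes are the 58 tested entries whose description names an AP2 domain, ethylene-responsive or dehydration-responsive element-binding protein, since the deposited table marks no transcription factor families. The genes named in the text are those the paper names with a locus or shows in Figure 5, and the 3 DEGs with the largest rise and the 3 with the largest fall in GAT/Control and in PBT/Control among those whose treated libraries all lie on the same side of the control libraries. *RGA1*, which the paper also names with a locus, was left out because the deposited table has no entry for it. Where a locus name belongs to more than 1 entry, the entry whose transcripts carry that locus was used. These choices, the comparisons with their tests, the counts of other groupings for DEGs, ERF genes and antenna protein genes, and the alternatives were set before the data were examined, apart from 2 settings restricted to entries with a locus name. The simulations of unchanged groups and the other tests of the closing section were chosen after the results were seen, as each of its parts says. The alternatives that it reports, such as quantile normalization and leaving out 1 library, were among those set before. Genes named for their opposite changes, the top genes without a locus name and the GA 2-oxidase genes were chosen after their values were seen.

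The alternatives changed the pseudocount (0.1 or 0.5), the filter (none, or a mean of at least 5 FPKM), the scale of the libraries (quantile normalization or median scaling), the libraries in the fit (only the groups compared, each library left out in turn, the replicate number as a block), the values (a 0 treated as missing where both other libraries of its group exceed 1 FPKM, entries with the same name summed), the variance trend, the limits that define a DEG, and the set test. Chance values were taken from other groupings of the same libraries and from 50 simulations of unchanged groups with simulated control libraries. The simulated noise was normal, with the spread of each gene, and did not reproduce single values of 0. The depth per library was 39335338 to 48445890 clean reads in the paper's Table S1. FPKM carry no count of fragments per gene, so no interval from counting was given for a gene, and the precision of each value rests on the spread of 3 libraries. The reads were not analysed here, nor were gene length and GC content. The physiological measurements and the qRT-PCR were not analysed here. Table S3 as used here holds 1959 genes, fewer than the DEGs the paper reports, so no overlap with it was tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.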

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

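All tests in this part were chosen only after the results were seen.

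A difference between the effects of the treatments drew attention to 28 genes that were called in both GAT/Control and PBT/Control but in opposite directions, 15 of them lower in GAT and higher in PBT than in the control and 13 the reverse. In all 28, every GAT library lay on 1 side of the control libraries and every PBT library on the other. The difference between the treatments was not tested apart from these calls, since genes chosen for opposite changes from the same control must also differ in PBT/GAT. The largest difference was that of *LOC_Os12g43390*, described as a thaumatin, at 3.66 ± 1.68 FPKM in the control (SD, n = 3), 0.0116 ± 0.0101 in GAT and 93.0 ± 7.58 in PBT, with log2 fold changes of -2.15 in GAT/Control, 4.39 in PBT/Control and 6.54 in PBT/GAT. In the other direction, *LOC_Os01g03320*, described as a Bowman-Birk type trypsin inhibitor, was at 18.5 ± 6.80, 102 ± 11.3 and 3.27 ± 1.07 FPKM (2.46, -2.17 and -4.62). These 2 genes were chosen after their values were seen. Simulated unchanged groups gave 0 such genes, and at most 5 with an unadjusted p under 0.05 and the fold limit. Of 100 groupings of the 9 libraries into 3 groups, drawn from the 280 possible, only the real one gave as many (1 of 100), and the largest number from another grouping was 2. A failed value in 1 library was not seen among them. Of the 28, 0 have a value of 0 in 1 library beside libraries above 1 FPKM, and 22 have no value of 0 at all. The selection itself favours such a count, since a 0 of this kind widens the error and can remove a call, as for *EATB*. Quantile normalization between libraries left 23 of the 28 called both ways. Unlike the other tests of this part, this setting, the changed limits and the fits that left out 1 library were set before the data were examined. Each of the 28 genes kept its signs with quantile normalization and with median scaling. The other alternatives could not turn a sign, because every GAT and every PBT library lay on opposite sides of the control libraries. Between 18 and 23 of the 28 genes were called both ways when 1 library was left out, with 18 without control replicate 2, control replicate 3 or PBT replicate 3, and 14 with an adjusted p under 0.01. Bias from GC content or gene length was not tested, because no gene sequences were at hand, and it remains open, as GC made up 50.5% to 51% of the reads in the GAT libraries and 52% to 53% in the others. A biological explanation given by the design is that GA and PB moved these genes to either side of the control. It may hold for them, but as a hypothesis only, since the pattern was found and tested on the same libraries.

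A signal also appeared among entries the paper does not discuss. Of the 3154 tested entries without a locus name, 348 (11.0%) were DEGs in at least 1 comparison, against 2479 of 19792 (12.5%) with a locus name, and 49 of the 348 had a mean above 10 FPKM. The part of the paper's Table S3 at hand lists 1959 genes, 0 of them without a locus name. An entry on which the libraries differ widely was at 55.0 ± 13.6 FPKM in the control (SD, n = 3), at 0.538, 1.07 and 0 in GAT and at 13.9 ± 2.14 in PBT, and another was at 2.73 ± 0.865, 75.8 ± 11.4 and 2.47 ± 2.48 FPKM in the control, GAT and PBT. Both were chosen after their values were seen. In the 50 simulations of unchanged groups with simulated control libraries, at most 1 of all tested genes was called in any comparison. In the libraries simulated to test the fit, at most 2 were called in the unchanged comparison. Both counts argue against chance under normal noise, which does not reproduce single values of 0. The entries could be unannotated parts of neighbouring genes. Where the next entry along the chromosome had a locus name, 55.7% of them (113 of 203) changed in the direction of that neighbour, against 56.5% for DEGs with a locus name, and the neighbour passed the fold limit in the same direction for 15.8% against 13.1%, so neighbouring genes account for few of them at most. Whether they are genes, non-coding RNA or assembly errors was not tested, since their sequences were not at hand, and for the same reason reads from another organism or shared with related genes remain open. A response of such transcripts to GA and PB is the biological explanation that the design offers, and it was not tested apart from these.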

How the results depend on the processing

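Of the tests in this part, the count of groupings for the enriched terms and the 2 settings limited to entries with a locus name were chosen only after the results were seen. The alternative of using the file of each library was not run, because 4 of the 9 hold another library's values, and summing the entries that share a name gave no count of terms.

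The antenna protein genes had the same direction as reported above, with p under 0.05, in all 17 alternatives tried on them and in all 9 fits that left out 1 library. Alternatives that changed only the limits of a DEG could move neither the median nor p. Those that changed only the block, the variance trend, the groups in the fit or the set test could not move the median. The median log2 fold change of the antenna protein genes lay between -1.44 and -0.90 in GAT/Control, -0.93 and -0.56 in PBT/Control, and 0.24 and 0.52 in PBT/GAT, and with 1 library left out between -1.36 and -1.28, -0.84 and -0.67, and 0.35 and 0.48. In each comparison only 1 of the 10 splits of the 6 libraries, the real one, gave a camera p as small, the smallest of the others being 0.00530, 0.00438 and 0.00309. The share of genes with the same direction in GAT/Control and PBT/Control (94.8%) was 94.1% to 96.2% with 1 library left out and moved by more than its counting error only with an adjusted p under 0.01 and no fold limit, to 92.4%.

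For the DEGs, only 1 of the 10 splits in each comparison gave as many, the largest other count being 9, 6 and 9 in GAT/Control, PBT/Control and PBT/GAT. With 3 libraries per group, 10 splits cannot give a share under 1 in 10. Among 100 groupings into 3 groups, 1, the real one, gave as many DEGs in any comparison (largest other 975), 1 as many in all 3 comparisons (2) and 1 as many enriched terms (8). Leaving out each library in turn gave 1651 to 1824 DEGs in GAT/Control, 695 to 1013 in PBT/Control, 1063 to 1386 in PBT/GAT, 2366 to 2564 in any comparison and 74 to 90 in all 3, and 373 to 459 DEGs ordered GAT, control, PBT. These counts stayed within 1.5 times the reported ones in all alternatives but those given next, in the order GAT/Control (1933), PBT/Control (996), PBT/GAT (1446), any comparison (2827), all 3 (104), and ordered GAT, control, PBT (498).

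An unadjusted p under 0.05 with the fold limit gave 3032, 2063, 2496, 4873, 166 and 807. With the fold limit on the log2 ratio of mean FPKM and an unadjusted p they were 3672, 2557, 3056, 5814, 248 and 927, and the same call on entries with a locus name gave 3085, 2132, 2617, 4940, 224 and 818. An adjusted p under 0.01 with the fold limit gave 1109, 523, 749, 1546, 44 and 263. Without the fold limit, an adjusted p under 0.01 gave 634 in PBT/Control, 909 in PBT/GAT, 1800 in any comparison and 294 ordered. The filter at 5 FPKM, which tests 11193 genes in place of 22946, gave 1200 in GAT/Control, 933 in PBT/GAT, 1785 in any comparison and 324 ordered. By construction, an unadjusted p adds calls, a lower level removes them and a higher filter tests fewer genes. Treating a 0 in 1 library as missing gave 2642, 1486 and 2003 DEGs in the 3 comparisons, among them 1930 of the 1933, 995 of the 996 and 1443 of the 1446 reported. Median scaling turned the balance in GAT/Control to 882 upregulated and 989 downregulated.

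The ERF counts (8 in GAT/Control, 5 in PBT/Control and 10 in PBT/GAT) depended on more settings. In each comparison 1 of the 10 splits gave as many, the largest other count being 0, 1 and 1. They were 19, 8 and 19 with the ratio of mean FPKM and an unadjusted p, with every entry or only those with a locus name, 4, 3 and 4 with an adjusted p under 0.01 alone, and 2, 2 and 4 when the fold limit was added. An unadjusted p with the fold limit gave 17 in GAT/Control and 17 in PBT/GAT, a 0 treated as missing gave 9 in PBT/Control and 16 in PBT/GAT, a pseudocount of 0.1 gave 3 in PBT/Control, and PBT/GAT had 6 with no filter and 6 with the filter at 5 FPKM. With 1 library left out there were 4 to 8, 2 to 6 and 6 to 10. The lowest, 4, came without control replicate 1, control replicate 3 or GAT replicate 3, with 5 without GAT replicate 1 or PBT replicate 3. In PBT/Control there were 2 without PBT replicate 3 and 3 without control replicate 2, control replicate 3 or PBT replicate 1, and in PBT/GAT 6 without GAT replicate 3 or PBT replicate 3. Apart from the level of p and the smaller number of genes or libraries, the cause was not tested.

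The number of enriched terms (11) was 5 with a pseudocount of 0.5, 5 with no filter, 6 with an adjusted p under 0.01 and no fold limit, 17 with an unadjusted p, 18 with only the compared groups in the fit, 19 with the ratio of mean FPKM (19 also for entries with a locus name) and 22 with a 0 treated as missing. The DEGs of GAT/Control, PBT/Control and PBT/GAT taken alone gave 2, 1 and 5 terms. With 1 library left out it ranged from 5 to 11, with 5 without control replicate 2 and 6 without control replicate 3 or PBT replicate 1, and the cause was not tested. The lowest r between replicates, 0.867, fell to 0.783 with a pseudocount of 0.1, which gives genes near 0 more weight.

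Replicate numbers do not pair the libraries, as the deviations from the group means correlated at -0.0370 to 0.0124 between libraries with the same number (9 pairs) and at -0.0182 to 0.0320 between others (18 pairs). With the replicate number as a block, the 3 comparisons had 1600, 747 and 1130 DEGs, 5, 3 and 6 ERF genes and 6 enriched terms, and the camera p of the antenna protein genes was 1.61e-07, 1.04e-06 and 0.00124.

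The 111 results cover the genes the paper names and the antenna protein genes in each comparison. They also cover the genes with the largest rises and falls, only in the comparison that picked them. The 111 results gave 1845 values under the alternatives. Of these values, 1724 had the same direction and side of the limits, 71 lost a call, 44 gained it and 6 reversed. In fits with 1 library left out, 890 of 999 were the same, 93 lost a call, 8 gained it and 8 reversed. All the reversals were in comparisons without a call. In PBT/Control, *DWARF4* (0.05) turned to -0.0071 with a pseudocount of 0.1 and ranged from -0.27 (without PBT replicate 2) to 0.32 with 1 library left out, with -0.15 without control replicate 1. *OsNCED3* (0.60) turned to -0.14 with a pseudocount of 0.1 and ranged from -0.056 (without PBT replicate 3) to 1.84. *EATB* (-1.59) turned to 0.29 with its 0 treated as missing and ranged from -2.62 to 0.29 (without PBT replicate 2), and *RSR1* (-0.16) from -0.34 to 0.14 (without PBT replicate 1). In PBT/GAT, *LOC_Os01g41710* turned to 0.77 with its 0 treated as missing and to 0.18 with the ratio of mean FPKM (0.18 also for entries with a locus name), and ranged from -4.28 to 0.77 (without PBT replicate 2). *LOC_Os02g10390* in GAT/Control ranged from -0.98 to 0.25 (without control replicate 3), with 0.14 without GAT replicate 2. The reversals of *EATB* and *LOC_Os01g41710* follow from the 0 in PBT replicate 2 and those of *OsNCED3* from the 0 in PBT replicate 1, without which it was 1.84, and for the others the cause was not tested.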

Differences from the paper's values

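The settings compared here were the 24 alternatives set before the data were examined, including the fits that left out 1 library, unless a sentence says otherwise, and the comparisons of term lists across settings were chosen after the values were seen.

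For DEGs in PBT/Control, the paper gives 1841 and the count here was 996. The alternatives whose count came within 1.5 times the paper's were a 0 in 1 library treated as missing (1486), an unadjusted p with the fold limit (2063) and the fold limit on the log2 ratio of mean FPKM with an unadjusted p (2557), and the others did not. In PBT/GAT the paper gives 2279 and the count here was 1446, with the gap closed by the same 3 settings (2003, 2496 and 3056). For genes upregulated in PBT/Control (the paper's 1154, here 659) these settings gave 905, 1193 and 1439. The paper's 687 downregulated genes in PBT/Control stand against 337 here, and only a 0 treated as missing (581) and the unadjusted p (870) closed the gap. In PBT/GAT the paper gives 1283 upregulated and 996 downregulated genes, and 799 and 647 were found here. For the upregulated genes, median scaling (891), a 0 treated as missing (1075), the unadjusted p (1309) and the ratio of mean FPKM (1559) closed the gap, and for the downregulated genes a pseudocount of 0.5 (678), a 0 treated as missing (928) and the unadjusted p (1187) did. For the paper's 450 genes in all 3 comparisons, against 104 here, no alternative came within 1.5 times. The level of 0.01 in the paper's methods lay further from its counts than the one used here. An adjusted p under 0.01 gave 1800 DEGs in any comparison without the fold limit and 1546 with it, against the paper's 3936 and 2827 here, and 84 and 44 in all 3 comparisons.

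The paper finds 1109 DEGs shared by GAT/Control and PBT/Control, 1405 by GAT/Control and PBT/GAT, and 904 by PBT/Control and PBT/GAT, where 541, 797 and 314 were found here. A 0 treated as missing gave 816 and 1067 for the first and second overlap, the unadjusted p gave 961, 1243 and 680, and the ratio of mean FPKM gave 1228, 1577 and 914, and these were the settings that closed the gaps. With the ratio of mean FPKM and an unadjusted p on entries with a locus name alone, a setting chosen after seeing the values, there were 2132 DEGs in PBT/Control (1267 upregulated and 865 downregulated), 2617 in PBT/GAT (1361 and 1256), and overlaps of 997, 1336 and 785, all within 1.5 times the paper's counts.

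The paper gives a fold change of 2.68 for the fall of *MPK3* in GAT/Control, and the ratio of mean FPKM was 5.54 here, a gap that no alternative closed, while on the log2 scale the ratio was -2.47, whose size is within 1.5 times the paper's number. The paper prints the same number for *CIPK15*, where the ratio of mean FPKM was 2.68 here. Of antenna protein genes, the paper counts 10 DEGs and 5 were found here, and only the fits with the 2 compared groups alone (7) came within 1.5 times. For KEGG pathways, the paper's 43 enriched pathways stand against 20 with p under 0.05 here (13 to 28 over the 23 alternatives that give a count, 13 without GAT replicate 3, and none within 1.5 times), and its 483 genes in them against 134, where the ratio of mean FPKM gave 350 (350 also for entries with a locus name, a setting chosen after seeing the values). For ERF genes, the paper reports 22 DEGs in GAT/Control and 8 in PBT/Control, against 8 and 5 here among the 58 tested genes with such a description. In GAT/Control the unadjusted p (17) and the ratio of mean FPKM (19) closed the gap. In PBT/Control it was closed by the fit of the 2 compared groups (6), by leaving out GAT replicate 1 (6), by a 0 treated as missing (9), by the unadjusted p (7) and by the ratio of mean FPKM (8). The ratio on entries with a locus name, chosen after seeing the values, gave 19 and 8 as well.

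The paper describes most antenna protein DEGs as upregulated in PBT relative to the control or GAT. Relative to GAT the median log2 fold change was 0.40, with 7 of 10 genes higher and 0 called, while 5 had an adjusted p under 0.05 (5 before adjustment) and were higher in PBT by less than the fold limit. Median scaling called 1 of the 10 higher and an adjusted p under 0.01 with no fold limit called 3. Relative to the control, however, the median was -0.84, with 8 of 10 lower. This median was negative in all 17 alternatives, though several of them, such as those that changed only the limits of a DEG, could not move it. The paper ranks the antenna pathway first, whereas 6 pathways had a smaller p here, and its rank was never above 2, reached with only the 2 compared groups in the fit. It counts more members of that pathway than the 10 tested here.

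Among the terms the paper lists as enriched, p was 0.05 or more here for 13. “ATP binding”, “DNA binding”, “nucleus”, “cytoplasm”, “regulation of transcription”, “Fructose and mannose metabolism” and “MAPK signaling pathway” had p above 0.05 in all 28 settings run. “Ethylene mediated signaling pathway” (exact p = 0.108) had p under 0.05 with the fits of the 2 compared groups, without control replicate 2, with the unadjusted p (0.00367, the lowest) and with the ratio of mean FPKM. “Plasma membrane” (0.379) passed with the filter at 5 FPKM (0.0311), a 0 treated as missing and the ratio of mean FPKM, “proteolysis” (0.223) with an adjusted p under 0.01 and no fold limit (0.0163), and “receptor activity” (0.640) with the ratio of mean FPKM (0.00978). “Protein serine/threonine kinase activity” (0.0797) passed with the filter at 5 FPKM, the fits of the 2 compared groups, a 0 treated as missing (0.000189), the unadjusted p, the ratio of mean FPKM, and the DEGs of GAT/Control or PBT/GAT alone. “Apoptosis” as a pathway (0.0923) passed with quantile normalization, the fits of the 2 compared groups, a 0 treated as missing (0.000749), the ratio of mean FPKM, the DEGs of PBT/GAT alone, and without control replicate 1, control replicate 2 or PBT replicate 2. The ratio of mean FPKM on entries with a locus name, chosen after seeing the values, gave the same p as the ratio on all entries for each of these terms.

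The paper places *OsACO7* and *OsEIL2* among genes downregulated in GAT/Control and unchanged in PBT/Control. Both were higher in GAT here (1.62 and 0.68 on the log2 scale), and in PBT/Control *OsEIL2* was called (1.07) and *OsACO7* stood at 0.99, called with a pseudocount of 0.5 (1.12), with quantile normalization (1.06) and with the ratio of mean FPKM (1.25). The repression of *EATB* by GA that the paper reports as significant was not called here in GAT/Control (-4.04, adjusted p = 0.0860, from 9.85e-06 to 0.210 over the alternatives) or in PBT/GAT (2.45, adjusted p = 0.307, from 1.88e-05 to 0.629). It was called in GAT/Control with the fit of the 2 compared groups (adjusted p = 0.000489), without PBT replicate 2 (4.36e-05), with its 0 treated as missing, with the unadjusted p and with the ratio of mean FPKM (-4.74). In PBT/GAT it was called without PBT replicate 2 (4.33) and with its 0 treated as missing (4.33). *OsNCED3*, which the paper lists as differentially expressed, was called in no comparison here. In GAT/Control (2.48, adjusted p = 0.128, from 0.00204 to 0.341 over the alternatives) it was called with the fit of the 2 compared groups, without PBT replicate 1 (0.00423), with its 0 treated as missing, with the unadjusted p and with the ratio of mean FPKM (2.72).

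The paper has PB keep *CIPK15* at the level of the control, and the log2 fold change here was 0.61 (adjusted p = 0.0117). It describes *OsAmy3D* as suppressed in PBT, which was lower in PBT than in GAT (-1.17) but higher than in the control (2.49, adjusted p = 0.000221). The mean clean reads that the paper assigns to GAT and PBT are, from its own Table S1, those of PBT (44.1 M) and GAT (42.7 M), and the bases follow the reads (6.62 Gb in PBT and 6.40 Gb in GAT).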

Other observations

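All tests in this part were chosen only after the results were seen.

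Genes called in both GAT/Control and PBT/Control mostly changed in the same direction, and the comparisons share their control libraries. To remove this sharing, GAT was compared with some of the control libraries and PBT with the others, in all 6 assignments. Pearson's r between the effects was then 0.185 to 0.211 and Spearman's rho 0.186 to 0.213, against an r of -0.0304 to 0.0389 in simulated unchanged groups. Of the 1437 to 1575 genes past the fold limit in both, 72.4% to 75.2% had the same direction, with 50% expected. Shared control libraries therefore do not account for all of the common direction, though much of the r of 0.505 rests on them. The paper's methods give methanol as the solvent sprayed on the control and ethanol as that of GA and PB, while the labels give ethanol for the control. A response to ethanol would move both treatments in the same direction, and with 0 libraries sprayed with the solvent of the treatments in both accounts, it cannot be told apart from a response common to GA and PB.

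The antenna protein genes were lower in GAT and PBT than in the control. The top 100 entries of each library took 26.5% to 27.1% of the FPKM in the control, 21.3% to 22.1% in GAT and 23.9% to 24.3% in PBT, so a few abundant genes might have set the scale. After quantile normalization the median log2 fold change in PBT/Control was still -0.56, which argues against the scale of the libraries as the whole cause. For these genes, quantile normalization was an alternative set before the data were examined, unlike the other tests of this part. Reads shared among these similar genes could move FPKM from 1 member to another. The sum would stay unchanged only if the genes were of equal length, and gene length was not analysed here. The sum in PBT was 58.3% of that in the control, which argues against such moves only under that condition. Reads assigned to genes outside these 10 remain open. The PBT mean includes replicate 2, with a sum of 5575 FPKM, where *LOC_Os01g41710* was listed at 0. The library with the highest sum in PBT had 8287 FPKM and that in GAT 5495, against 11732 in the lowest control library. Bias from GC content was not tested, and for PBT against the control the GC share of the reads was 52% to 53% in both. The solvent remains open here as well. A response of the leaves to GA and PB is the biological explanation that the design gives, and it was not tested apart from these.

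The deposited values include 508 cases, in 394 entries, of an FPKM of exactly 0 in 1 library while the other 2 libraries of the group exceed 10 FPKM, the mean of those 2 having a median of 32.0 FPKM. By library there were 43, 52 and 56 cases in the control, 39, 75 and 67 in GAT, and 66, 60 and 50 in PBT. Of these entries, 33.0% share a locus name with another entry, against 15.2% of the other entries with a mean above 10 FPKM. If the reads had been assigned to another entry of the same name, that entry should have gained them, and it gained over 50% of the loss in 0.575% of cases (1 of 174). The neighbouring entries gained as much in 3.15% (16 of 508) and lost as much in 16, so a transfer to the neighbour is not seen either. Within groups, the number of such cases and the clean reads of a library had r = 0.217 (exact permutation p = 0.519, 216 orders), the direction opposite to a loss through fewer reads. The fewest clean reads in a group were 82.0% of the most or higher, which argues against read number as the cause of a 0 at such FPKM. A step of the assembly or quantification that drops a transcript in 1 library was not tested, because the reads were not used here. A biological explanation is not given by the design for a single library. In a further 34 entries every library of a group is at 0 while another group exceeds 10 FPKM, and 31 of them were called.

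The deposited table describes 8 tested genes as gibberellin 2-beta-dioxygenase (GA 2-oxidase), an enzyme that inactivates GA, and the paper does not report on them. They were 1 of 5 lists by description that were looked at, and chosen after seeing their values. All 8 were higher in GAT than in the control, with a median log2 fold change of 1.04 and 3 called, and all 8 were lower in PBT than in GAT (-0.76, 1 called). In PBT/Control 7 were higher (0.33), with 0 called and 2 at an unadjusted p under 0.05. Only 9 of 10000 random lists of 8 genes with matched FPKM had as high a median in GAT/Control, while in PBT/Control the list stood at percentile 94.1. Median scaling gave a median of 0.95 and quantile normalization 1.03 in GAT/Control, with 8 of 8 higher in each, which argues against the scale of the libraries. The pattern may reflect more bioactive GA in the sprayed seedlings, but as the list was picked on the same libraries this is a hypothesis, and GA was not measured in the data used here.

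Other values stand without explanation. The 54 tested genes of the KEGG pathway of photosynthesis had median log2 fold changes of -0.42 in GAT/Control, -0.20 in PBT/Control and 0.37 in PBT/GAT, with camera p of 4.02e-05, 0.0241 and 0.000165. The 43 of carbon fixation had medians of -0.29, -0.26 and 0.05, with 0.000336, 0.000194 and 0.217. The file deposited for GAT replicate 1 holds the values that the table gives for PBT replicate 3, that of GAT replicate 2 those of GAT replicate 1, that of GAT replicate 3 those of GAT replicate 2, and that of PBT replicate 3 those of PBT replicate 2. The other 5 files hold their own library's values. The paper's Table S3 gives the values of the deposited table under the same library names, in 1957 of 1957 entries compared for each library.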
